# Identification and characterization of transcript polymorphisms in soybean lines varying in oil composition and content

**DOI:** 10.1186/1471-2164-15-299

**Published:** 2014-04-23

**Authors:** Wolfgang Goettel, Eric Xia, Robert Upchurch, Ming-Li Wang, Pengyin Chen, Yong-Qiang Charles An

## Abstract

**Background:**

Variation in seed oil composition and content among soybean varieties is largely attributed to differences in transcript sequences and/or transcript accumulation of oil production related genes in seeds. Discovery and analysis of sequence and expression variations in these genes will accelerate soybean oil quality improvement.

**Results:**

In an effort to identify these variations, we sequenced the transcriptomes of soybean seeds from nine lines varying in oil composition and/or total oil content. Our results showed that 69,338 distinct transcripts from 32,885 annotated genes were expressed in seeds. A total of 8,037 transcript expression polymorphisms and 50,485 transcript sequence polymorphisms (48,792 SNPs and 1,693 small Indels) were identified among the lines. Effects of the transcript polymorphisms on their encoded protein sequences and functions were predicted. The studies also provided independent evidence that the lack of *FAD2-1A* gene activity and a non-synonymous SNP in the coding sequence of *FAB2C* caused elevated oleic acid and stearic acid levels in soybean lines M23 and FAM94-41, respectively.

**Conclusions:**

As a proof-of-concept, we developed an integrated RNA-seq and bioinformatics approach to identify and functionally annotate transcript polymorphisms, and demonstrated its high effectiveness for discovery of genetic and transcript variations that result in altered oil quality traits. The collection of transcript polymorphisms coupled with their predicted functional effects will be a valuable asset for further discovery of genes, gene variants, and functional markers to improve soybean oil quality.

## Background

Soybean [*Glycine max* (L.) Merrill] is the largest oil crop in the US. Soybean seed oil composition and content are important agronomic traits, determining nutritional value as well as utility for biodiesel production and other industrial applications. A number of key enzymes important for producing storage lipids in oilseed species have been identified [1]. Studies of developing seeds and/or embryos have suggested that the biosynthetic pathways for fatty acids and lipids are largely regulated at the transcriptional level [2-4].

The most common genetic variations in eukaryotes are single nucleotide polymorphisms (SNPs) [5]. Cultivated soybean and its wild ancestor *Glycine soja* have an estimated average SNP frequency of one SNP per 1,000 bp and one SNP per 425 bp of contiguous genome sequence, respectively [6]. Short DNA insertions and deletions also contribute to intra-species genomic variation. Structural variants resulting from chromosome breaks and repairs, include large-scale chromosomal rearrangements such as inversions, translocations, duplications, large insertions and deletions. Presence/absence variations (PAV) and copy number variations (CNV) have also been shown to play important roles in phenotypic variation. PAV and CNV are defined as gains or losses of DNA segments usually larger than 1 kb that often contain one or more genes [7]. They are prevalent in plant genomes and have been described in soybean as well [7-9]. Epigenomic variations, which cause phenotypic diversity in the absence of sequence alterations, are also reflected in changes of gene expression [10]. The epigenomes of soybean recombinant inbred lines have recently been analyzed [10,11]. Genetic variations with functional significances are transcribed into transcript sequence and expression variations, which eventually lead to phenotypic diversity. Identification of transcript sequence and expression variations in oil quality related genes would thus facilitate the discovery of functional variations and accelerate soybean oil quality improvement.

The advent of next generation sequence technologies (NGS) has provided an efficient means to simultaneously determine transcript sequences and expression levels on a genome scale. RNA-seq offers unique advantages compared to whole genome sequencing. Although the soybean genome is 1.1 Gb in size, transcribed sequences account for no more than 100 Mb of the entire genome. Accordingly, RNA-seq reduces the effective genome size and also the associated costs of sequencing to approximately 10% of whole genome sequencing. Although non-transcribed regulatory genome sequences cannot be captured by RNA-seq, their regulated products, transcript accumulation levels can be measured by RNA-seq. Thus, RNA-seq can effectively determine two functional attributes of a gene, transcript sequence and accumulation level. Sequence and expression polymorphisms associated with gene functions could potentially be identified as underlying causes of phenotypic variation.

In soybean research, RNA-seq has been applied mainly in determining accumulation of coding and non-coding RNAs in a single cultivar [12-17], while whole genome sequencing has been used for SNP discovery, phylogenetic and population genetic studies [18-22]. Although RNA-seq has recently been utilized in plant species for SNP discovery [23-28], a comprehensive and in-depth characterization and functional annotation of transcript sequence and expression polymorphisms is not yet available for any plant species. As a proof-of-concept, we sequenced seed transcriptomes at a mid-maturation stage of nine soybean lines varying in oil composition and content. We developed and applied a variety of bioinformatic analysis algorithms to identify the sequence and expression variations (transcript polymorphisms) among the genotypes, and further predicted their effects on gene function. The transcript polymorphisms of the genes in acyl-lipid related pathways were further characterized to identify transcript polymorphisms potentially leading to changes in oil composition and content among the genotypes. We demonstrated that RNA-seq is a fast and cost-effective approach to detect and characterize sequence and expression variations in soybean lines. The collection of transcript polymorphisms provides a valuable resource for discovery of gene and gene variants potentially controlling important oil quality traits and the other seed traits.

## Results

### Soybean genotypes varying in seed oil composition and content

Nine soybean genotypes varying in oil composition (Figure 1A) and content (Figure 1B) were selected for RNA sequencing. Under our growth condition, R95-1705 and N0304-303-3 represented low oil content genotypes that contained 15.0% and 16.8% of oil, respectively. Both R05-591 and R05-4256 accumulated 20% oil in their seeds and represented high oil content genotypes. Commodity soybean oil is typically composed of 13% palmitic acid (16:0), 4% stearic acid (18:0), 20% oleic acid (18:1), 55% linoleic acid (18:2), and 8% linolenic acid (18:3) [29]. The oil composition in some examined lines dramatically differed from that of conventional commodity soybean lines. For example, N0304-303-3 had the lowest palmitic acid content with 4.3%. FAM94-41 contained 7.3% of stearic acid, which was significantly higher than that in commodity soybean lines. M23 and N0304-303-3 were mid-oleic acid genotypes with 54.5% and 42.7%, respectively, and had the lowest amount of linoleic acid with 25.9% and 44.7%, respectively. N0304-303-3 produced the lowest quantity of linolenic acid at 4.6%.

**Figure 1:**
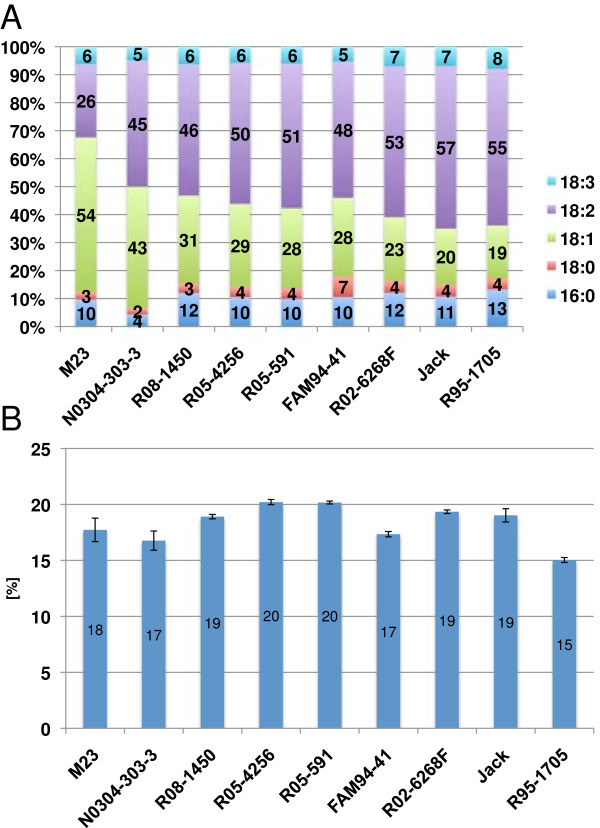
**Oil-composition and content of seeds for each soybean line. (A)** The fatty acid composition of soybean seeds is shown for all nine soybean lines used in this study. The major fatty acids are palmitic acid (16:0), stearic acid (18:0), oleic acid (18:1), linoleic acid (18:2), and linolenic acid (18:3). The number before the colon indicates the number of carbon atoms, and that after the colon, the number of double bonds in the fatty acid chain. Lines are sorted by their oleic to linoleic acid ratio. Commodity soybean oil typically contains 13% palmitic acid (16:0), 4% stearic acid (18:0), 20% oleic acid (18:1), 55% linoleic acid (18:2), and 8% linolenic acid (18:3) [29]. **(B)** The oil content of soybean seeds is presented for all nine soybean genotypes used in this study.

### RNA-Sequencing and transcript profiles in soybean seeds

Transcriptomes of soybean seeds at the mid-maturation stage were sequenced. 

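The libraries came from 9 soybean lines, namely FAM94-41, Jack, M23, N0304-303-3, R02-6268F, R05-4256, R05-591, R08-1450 and R95-1705. Each line had 1 library of developing seeds, so no value has a replicate error and no test between lines was possible. In Table 1 the paper reports from 17100000 uniquely aligned reads in R05-4256 to 31700000 in R02-6268F, with a median of 23300000 over the 9 lines. These numbers are the paper's, since the deposited table holds no read counts. The authors trimmed the 100 bp paired-end reads to 90 bp and aligned them to the Williams 82 genome with TopHat 1.4.0 and Bowtie 0.12.8, with at most 2 mismatches. They removed reads with more than 1 location and estimated FPKM with Cufflinks and Cuffdiff 2.1.1. For each gene, the deposited table gives the genomic span, the FPKM averaged over the 9 lines and a Z-score in each line, which standardizes the gene's log2-transformed FPKM over the 9 lines. The table gives no FPKM per line and no gene model, so the genes named by the paper were found through the spans and mean FPKM in its text and in Tables S1 to S3. FPKM per line was solved for 1253 genes, those with a second value in Table S1 or S3 or with FPKM of 0 in at least 2 lines, and for a few genes with an FPKM or a fold change stated in the paper's text. All other genes have Z-scores alone.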

On average, 35 million 100 nt long pair-end sequencing reads were generated for each genotype (Table 1). Sixty-seven percent of the sequence reads aligned uniquely to the reference soybean genome of Williams 82 [30]. The total length of transcribed sequences was 72 million nucleotides on average, and accounted for 6.5% of the soybean genome (Table 1). An average of 73% of those transcribed sequences aligned to gene models. The mean coverage for transcribed genome sequences and gene models was 21 and 27, respectively. 

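The deposited table lists 33699 genes on the 20 chromosomes and 80 genes on scaffolds. In 878 cases a span was given to more than 1 gene, which concerned 1895 genes. The authors kept genes with a mean of at least 0.5 FPKM and genes expressed in every line, and 2628 of the genes in the table had a mean below 0.5 FPKM.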

A total of 33,779 genes, which included 32,885 previously annotated gene models, were transcribed in seeds (Table 1). Thus, 60.7% of the 54,175 gene models were expressed in soybean seeds.

**Table 1:** Summary of RNA-seq datasets

**Soybean line**	**Jack**	**FAM94-41**	**M23**	**N0304-303-3**	**R02-6268 F**	**R05-4256**	**R05-591**	**R08-1450**	**R95-1705**	**Total**	**Average**
Total no. of sequenced reads (in million)	31.2	37.3	38.7	31.1	45.3	28.1	35.1	35.1	29.3	311.2	34.6
No. of reads aligned uniquely (in million)	20.6	25.9	25.1	19.9	31.7	17.1	23.3	25.2	19.8	208.6	23.2
Percent reads aligned uniquely	66.1	69.5	64.9	63.9	70.0	61.0	66.6	71.7	67.7	-	66.8
Total length of transcripts covered (in million nt)	63.5	76.4	70.2	65.1	80.8	66.3	77.4	75.9	72.5	130.5	72.0
Total length of annotated transcripts covered (in million nt)	49.7	54.7	53.0	49.7	57.2	49.9	55.4	52.0	52.0	69.7	52.6
Average depth of coverage per transcript nt	20.0	20.8	19.7	19.8	24.7	17.9	19.3	24.8	19.1	-	20.7
Average depth of coverage per annotated transcript nt	24.6	27.7	25.1	24.9	33.4	22.7	25.7	34.4	25.4	-	27.1
No. of genes identified (in thousand)	33.3	33.3	33.4	33.3	33.4	33.3	33.4	33.0	33.3	33.8	33.3
No. of annotated genes identified (in thousand)	32.6	32.6	32.6	32.6	32.7	32.5	32.6	32.2	32.5	32.9	32.5

Figure 2 shows the distribution of transcribed genes with respect to their transcript accumulation levels. While gene expression varied over several orders of magnitude, the average and median expression levels were 194.2 and 31.8 FPKM (Fragments per kilo- base of transcript per million mapped reads) respectively. 

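The mean FPKM of a gene over the 9 lines ranged from 0.0105 to 33706, which is 6.51 orders of magnitude on the log10 scale. With each gene represented by its mean over the 9 lines, the average over genes was 21.8 FPKM and the median was 3.53 FPKM. With each gene represented by its sum over the 9 lines, the average was 196 FPKM and the median was 31.8 FPKM. Restricting the genes to those with a mean of at least 0.5 FPKM raised the average of the means to 23.6 FPKM and their median to 4.02 FPKM.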

Most of the genes were expressed at levels between 0.1 to 100 FPKM. 

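The genes were sorted into classes by their mean FPKM over the 9 lines. The class above 1000 FPKM held 65 genes, a share of 0.192%. The class from 10 to 1000 FPKM held 21.5% of the genes and the class below 10 FPKM held 78.3%. Between 0.1 and 100 FPKM lay 98.0% of the genes. Among the genes with a mean of at least 0.5 FPKM, the share below 10 FPKM was 76.5%.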

0.2% of genes were highly expressed at more than 1,000 FPKM. 21.5% of genes had a medium expression level ranging from 1,000 to 10 FPKM while 78.3% were expressed at low levels of less than 10 FPKM (Figure 2). 

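The mean FPKM values of all genes added up to 735428. The most abundant 3 genes held 11.4% of this sum, 7 genes held 20.7%, 15 genes held 30.6% and 30 genes held 40.0%. The share rose to 50.1% with 79 genes, and 79 was the smallest number that passed 50%. The most abundant 100 genes held 52.0%, and 8353 genes were needed for 90.0%.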

The top 3 and 79 most abundant transcripts accounted for 11% and 50% of all transcripts accumulating in seeds, respectively (Additional file 1: Figure S1).

**Figure 2:**
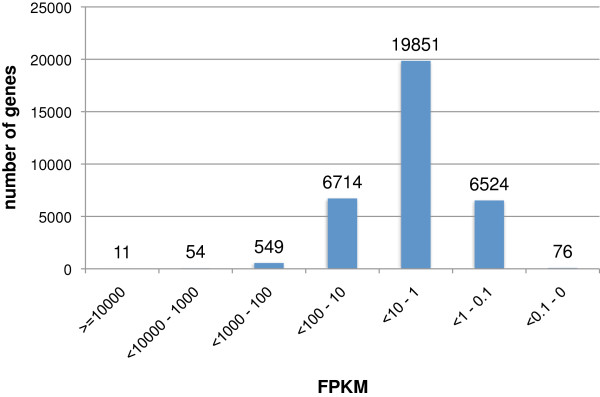
**Expression distribution.** Expression among genes can vary by several orders of magnitude. The numbers of genes per expression interval as indicated on the X-axis are displayed on the Y-axis.

Table 2 summarizes functions and accumulation levels of the 79 most abundant gene transcripts, which accounted for 50% of the total RNA population in soybean seeds. 

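Glyma13g36400, annotated as a 2S albumin precursor, lies on chromosome 13 from 37700274 to 37701293 and held 4.58% of the summed FPKM. Solved from the lowest and highest FPKM in Table S1, its expression ranged from 12675 FPKM in R08-1450 to 59059 FPKM in Jack. Its Z-score was -1.93 in R08-1450 and 1.40 in Jack, so no line passed the cutoff of 2. The second gene, Gy1 (Glyma03g32030), lies on chromosome 3 from 39840051 to 39842763 and had a mean of 27377 FPKM, with the highest Z-score of 1.73 in M23. The third gene, Gy4 (Glyma10g04280), lies on chromosome 10 from 3247991 to 3250886 and had a mean of 22664 FPKM, with the lowest Z-score of -1.68 in R05-4256.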

The most abundant transcript in seeds accumulated at 33,706 FPKM, accounting for 4.6% of all transcripts, encoded a 2S albumin precursor (Protease inhibitor/seed storage/LTP family) (Additional file 2: Table S1). The highly abundant seed transcripts encode a variety of well-characterized proteins such as seed storage proteins, protease inhibitors, proteases, acyl lipid enzymes, oil body proteins and late embryogenesis abundant (LEA) proteins, and as well proteins of unknown functions. Ten of the 79 most abundant genes encoded seeds storage proteins, which included four of six functional glycinin genes and four of eight β-conglycinin genes [31,32]. Collectively, they amounted to almost one fifth of the total seed transcripts. 

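The 4 glycinin genes held 11.3% of the summed FPKM, the 4 β-conglycinin genes held 2.23% and the 2 genes for 2S albumin held 5.69%, which gives 19.2% together. The mean FPKM of the β-conglycinin genes ranged from 1288 to 8266. Of these 10 genes, 0 had a Z-score past the cutoff in any line. The Z-scores farthest from 0 among them were -1.93, for Gy5 (Glyma13g18450) and the 2S albumin precursor in R08-1450 and for the β-conglycinin gene Glyma10g39170 in R05-591. Gy5 lies on chromosome 13 from 22109246 to 22113254 and fell to 4158 FPKM in R08-1450 against a mean of 11787 FPKM.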

Eleven highly abundant transcripts encoded enzymes and structural proteins involved in acyl lipid metabolism. They included the three lipoxygenases genes, *Lox1*, *Lox2* and *Lox3*[33] and the fatty acid desaturase gene, *FAD2-1B*, which encodes one of two enzymes converting oleic acid to linoleic acid. In addition, they contain six oleosin genes and one caleosin gene that function in oil body biogenesis and degradation [34-37].

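The 11 genes held 5.83% of the summed FPKM, of which the 3 lipoxygenase genes held 2.63%, the 6 oleosin genes 2.67%, FAD2-1B 0.387% and the caleosin gene 0.139%. FAD2-1B (Glyma20g24530, chromosome 20 from 34176223 to 34179768) had a mean of 2846 FPKM and ranged from 1108 FPKM in R95-1705 to 6755 FPKM in Jack. The caleosin gene and the oleosin gene Glyma05g08880 were the 2 genes past the cutoff, both with reduced expression in R05-591. Glyma05g08880 lies on chromosome 5 from 8768067 to 8769044 and had 500.2 FPKM in R05-591 against a mean of 1042 FPKM, with a Z-score of -2.08. The cutoff was also passed by 17 of the most abundant 79 genes as a whole.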

**Table 2:** Most abundant transcripts in seeds

**Categories**	**No. of genes**	**Expression [%]**	**Examples**
Seed storage proteins	10	19.2	glycinins, conglycinins, 2S albumins
Protease inhibitors	3	4.1	Bowman-Birk serine protease inhibitor, Kunitz trypsin inhibitor
Proteases	4	3.9	
Acyl lipid enzymes	4	3.0	lipoxygenases, fatty acid desaturase
Oil body proteins	7	2.8	oleosins, caleosins
Seed maturation proteins/late embryogenesis abundant proteins/dehydrins	17	4.6	
Metallothioneins	3	1.4	
Aquaporin-like proteins	3	0.6	
Ribosomal protein	2	0.3	
Lectins	2	0.8	
ADP-ribosylation factor A1F	2	0.4	
Miscellaneous	11	4.8	defensin, leginsulin 1, ADR6 auxin down-regulated, elongation factor 1-alpha, allergen Gly m Bd 28 K, alcohol dehydrogenase 1, S-adenosylmethionine synthetase, transcription activator-related…
Uncharacterized proteins/proteins of unknown function	11	4.3	
	79	50.1	

### Identification and characterization of transcript expression polymorphisms

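Lines in which a gene has 0 FPKM share the lowest Z-score of that gene. Genes with 0 FPKM in at least 2 lines were therefore recognized by equal lowest Z-scores, with a tolerance of 1e-06. A single line at 0 FPKM has no such mark. Genes expressed in 8 lines and in 9 lines therefore formed 1 class, which held 32884 genes or 97.4% of all genes. The other 895 genes had 0 FPKM in 2 or more lines.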

Out of 33,779 genes identified in at least one of the nine lines, 31,909 genes (94.5%) were expressed in all nine genotypes (Table 3). 

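Of the genes with at least 2 lines at 0 FPKM, 348 were expressed in 7 lines, 155 in 6 lines, 107 in 5 lines, 104 in 4 lines, 64 in 3 lines, 70 in 2 lines and 47 in 1 line. The median length of the genomic span was 1484 bp for genes expressed in 7 lines and 288 bp for genes expressed in 1 line. It was 4178 bp for the genes expressed in at least 8 lines.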

1,870 genes were transcribed in one to eight lines, of which the majority (975 genes) was expressed in eight lines. 

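The genes expressed in a single line were spread over the 9 lines. R08-1450 held 13 of them, Jack 9, R02-6268F 8, M23 4 and R95-1705 1. Each of the other lines, FAM94-41, N0304-303-3, R05-4256 and R05-591, held 3.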

Interestingly, 47 genes were only expressed in any one of the lines (Table 3). The median transcript accumulation value of the genes expressed specifically in one line was 131.3 FPKM, and was higher than that of genes expressed in multiple lines. These genes encoded proteins with a variety of biological functions and proteins with unknown functions. It will be interesting to investigate the functions of those line-specific transcripts and their contribution to the phenotypic diversity.

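For a gene with FPKM of 0 in 8 lines, the FPKM in the remaining line is 9 times the deposited mean. Over the genes expressed in 1 line this FPKM had a mean of 131 and a median of 8.05. The highest value was 3314 FPKM in R02-6268F, for an unnamed span of 105 bp on chromosome 14 from 11261717 to 11261821, and the second highest was 909 FPKM. These 2 genes held 68.4% of the summed FPKM of the class, and without them its mean was 43.3 FPKM. In the lines that expressed them, genes expressed in 3 lines had a mean of 137 FPKM and a median of 2.39 FPKM, and genes expressed in 5 lines had a mean of 12.6 FPKM and a median of 1.39 FPKM. The medians of the genes expressed in 2, 4, 6 and 7 lines were 3.67, 2.17, 1.49 and 1.13 FPKM. Of the genes expressed in 1 line, 36.2% had a span of at most 200 bp, and all 6 with at least 100 FPKM were no longer than 165 bp.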

**Table 3:** Presence-absence variation in nine lines

**No. of lines**	**Common genes**	**Mean expression**	**Median expression**
1	47	131.28	8.05
2	70	16.34	3.93
3	64	190.57	2.51
4	104	11.32	2.17
5	107	5.58	1.48
6	155	24.31	1.26
7	348	4.52	1.10
8	975	28.30	0.85
9	31909	19.93	3.65

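The number of genes with a Z-score of at least 2 or at most -2 in any line was 8037, or 23.8% of all genes (Wilson 95% interval from 23.3% to 24.2%, which treats genes as independent). No gene passed the cutoff in more than 1 line. With 9 values the largest Z-score possible is 2.67, so the cutoff lies close to the limit. To set the count beside a table without any difference between lines, 100 tables with 9 independent normal values per gene were simulated and standardized in the same way. They gave 6066 genes past the cutoff on average, with a range from 5890 to 6255. The observed count was 1.32 times this average, an excess of 1971 genes. When the values were drawn from a Student t distribution with 5 degrees of freedom, which has heavier tails, the simulated tables gave 10037 genes on average. Of the alternatives tried, the restriction to genes with a mean of at least 10 FPKM changed the observed count most, to 1664. That set held 7328 genes, so fewer were tested. The cutoff was passed by 22.4% of the genes from 10 to 100 FPKM and 27.5% of those from 100 to 1000 FPKM, against 23.8% of all genes. With Z-scores recomputed over the 8 lines without R08-1450 the observed count was 5342, against 4110 on average in simulated tables of 8 lines.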

A total of 8,037 genes showed significant variations in their expression levels among the nine lines based on a Z-score cutoff at +/-2 (Additional file 2: Table S2). R08-1450 and Jack, which contained the highest number of genes exhibiting significant expression variation, had 3,357 and 1,478 genes, respectively (Additional file 1: Figure S2). Other lines had 268 to 657 genes exhibiting expression variation. 

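Each gene past the cutoff was assigned to the line with its largest Z-score in size. R08-1450 had 3357 genes, of which 1812 showed increased and 1545 reduced expression, and Jack had 1478 genes, of which 693 showed increased and 785 reduced expression. The count was 657 in R95-1705, 652 in R05-591, 542 in N0304-303-3, 449 in FAM94-41, 320 in M23, 314 in R05-4256 and 268 in R02-6268F. Tables simulated with exchangeable lines from a normal distribution gave from 588 to 750 genes per line. R08-1450 and Jack lay above this range, R95-1705 and R05-591 lay within it, and the other 5 lines lay below it. With a Student t distribution the range was from 1022 to 1208, with R08-1450 and Jack above it and the other 7 lines below it. Both ranges came from genes drawn independently, and genes that vary together would widen them. R08-1450 alone held 41.8% of the genes with expression variation, and together with Jack it held 60.2%. The counts depend on which lines are standardized together. Over the 8 lines without R08-1450, R95-1705 rose to 1585 genes and Jack had 1283, whereas over the 8 lines without Jack the count in R08-1450 was 2611.

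**Figure D1:**
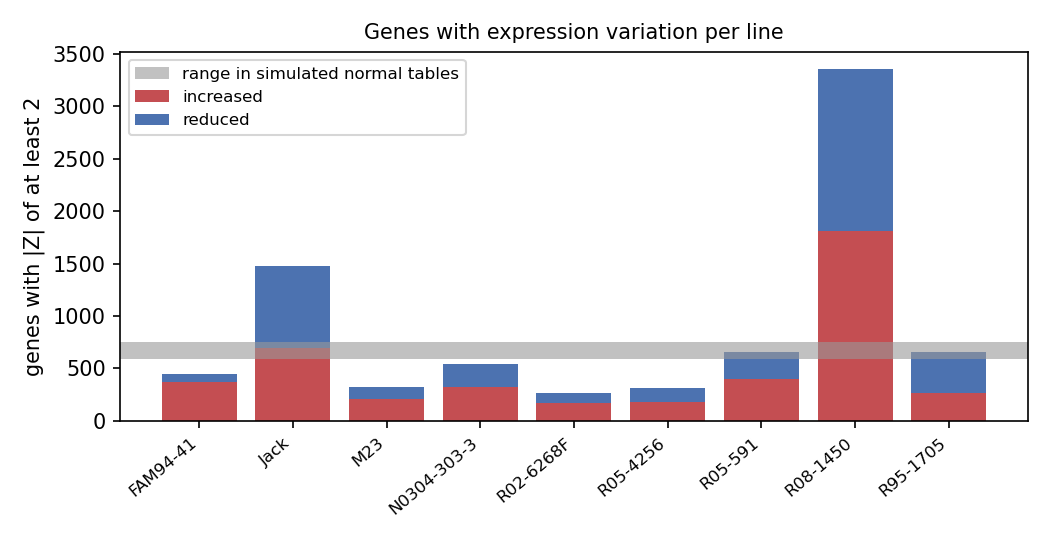
Number of genes with a Z-score of at least 2 or at most -2 in each line, with increased expression in red and reduced expression in blue. The grey band is the range per line in tables simulated from a normal distribution with genes drawn independently, from 588 to 750 genes. R08-1450 with 3357 genes and Jack with 1478 genes stand above the band.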

More genes showed increased expression over reduced expression (55 vs 45%). 

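Increased expression was found for 4405 of the genes with expression variation, 54.8% (Wilson 95% interval from 53.7% to 55.9%), and reduced expression for 3632. The share differed between lines, from 40.2% in R95-1705 to 81.5% in FAM94-41, and was 54.0% in R08-1450. It also changed with the expression level. Among genes with expression variation and a mean from 0.1 to 1 FPKM, 80.9% showed increased expression. The share was 48.1% from 1 to 10 FPKM, 46.6% from 10 to 100 FPKM and 56.3% from 100 to 1000 FPKM. Among all genes with a mean of at least 1 FPKM it was 47.9%, so the majority changed to reduced expression under this filter.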

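Table S3 lists the largest fold change of each gene as a negative value for all 270 genes, and the reference is the mean of the 9 lines. A single line can exceed the mean of 9 lines by at most 9-fold, so an increase of 10 times over that mean cannot occur. For 269 of the genes the FPKM in each line was solved from this fold change and the deposited mean. The line with the lowest expression was R08-1450 for 158 genes, R05-591 for 70, R95-1705 for 15 and M23 for 9. FAM94-41, Jack and R05-4256 were each the lowest line for 4 genes, N0304-303-3 for 3 and R02-6268F for 2. Of the 269 genes, 154 also passed the Z-score cutoff, whichever the line. Against the median of the 9 lines in place of the mean, 213 genes were at least 10-fold lower.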

Two hundred and seventy genes that had mean expression values equal to or higher than 10 FPKM showed at least a 10-fold difference in their transcript accumulation (Additional file 2: Table S3). For example, transcripts of Glyma06g04740, a Gibberellin-regulated family protein gene, accumulated 318 times less in R08-1450 than its average in all lines.

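Glyma06g04740 lies on chromosome 6 from 3354852 to 3355862. Its FPKM, solved from Table S3 and the deposited mean, was 0.177 in R08-1450 against a mean of 56.4 over the 9 lines, a ratio of 318, and its Z-score in R08-1450 was -2.26. The other 8 lines ranged from 10.6 FPKM in R05-4256 to 156 FPKM in R02-6268F. Because the value in R08-1450 is close to 0, the ratio depends on any constant added to FPKM. It fell to 204 when 0.1 was added and to 48.8 when 1 was added.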

### Transcript expression polymorphisms of putative acyl lipid genes

A total of 1,090 genes potentially involved in acyl lipid metabolic and signaling pathways were identified in the soybean genome (Table 4) based on their sequence similarity with the annotated acyl lipid genes in Arabidopsis [30,38]. The genes were categorized into nine functional classes [30]. Seventy-four percent of the putative acyl lipid genes were expressed in seeds. They included approximately 90% of genes involved in the synthesis of fatty acids in plastids, the synthesis of membrane lipids in endomembrane systems, the metabolism of acyl lipids in mitochondria, and the synthesis and storage of oil (Table 4). In contrast, only 45% of genes participating in the fatty acid elongation and wax and cutin metabolism were expressed in seeds.

**Table 4:** Expression variation of putative acyl lipid genes

**Function category of acyl lipid genes**	**Acyl lipid genes**	**Expressed in seeds**	**Diff. expressed**	**Percent expr. in seeds**	**Percent diff. expressed**
Synthesis of fatty acids in plastids	78	70	11	89.74	15.71
Synthesis of membrane lipids in plastids	54	31	13	57.41	41.94
Synthesis of membrane lipids in endomembrane system	101	89	19	88.12	21.35
Metabolism of acyl lipids in mitochondria	33	30	5	90.91	16.67
Synthesis and storage of oil	36	31	4	86.11	12.90
Degradation of storage lipids and straight fatty acids	142	104	29	73.24	27.88
Lipid signaling	295	191	52	64.75	27.23
Fatty acid elongation and wax and cutin metabolism	84	38	11	45.24	28.95
Miscellaneous	267	185	44	69.29	23.78
Total	1090	769	188	73.87	24.05

One hundred eighty-eight genes, accounting for 24% of soybean acyl lipid genes, showed variations in their transcript accumulation levels in seeds (Table 4). A Fisher’s exact test revealed that the functional category “synthesis of membrane lipids in plastids” was significantly overrepresented among genes with expression polymorphisms at a p-value of 0.042. There was no overrepresentation of genes with expression polymorphisms in any other acyl lipid functional category at a p-value cutoff of 0.05. Examples for genes with expression polymorphisms included the *FAD3A* gene (Glyma14g37350) (Additional file 2: Table S2). The *FAD3A* gene encodes a linoleate desaturase in the “Synthesis of membrane lipids in plastids” category. While the FPKM and Z-score values for *FAD3A* were 12. 1 and -2.31 in N0304-303-3, respectively, the average FPKM value for the remaining eight lines was 43.57 FPKM. 

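FAD3A lies on chromosome 14 from 46647749 to 46651952 and had a mean of 40.1 FPKM over the 9 lines. The deposited Z-score in N0304-303-3 was -2.31, and the next lowest was -0.57 in R95-1705. With the FPKM that the paper gives for N0304-303-3, the deposited Z-scores and mean gave from 28.3 FPKM in R95-1705 to 57.3 FPKM in M23 for the other 8 lines. Their mean of 43.6 FPKM was 3.60 times the value in N0304-303-3. Linolenic acid was 4.6% in N0304-303-3, 5% in FAM94-41 and from 6% to 8% in the other 7 lines, as the paper's text and Figure 1A state. Over the 9 lines, the Z-score of FAD3A and linolenic acid had a Pearson's r of 0.404 (exact two-sided permutation p = 0.284) and a Spearman's rho of 0.315 (exact permutation p = 0.407). These belong to a family of 8 relations between a desaturase gene and its fatty acid, and the Benjamini-Hochberg adjusted values were 0.568 for r and 0.651 for rho. Without R95-1705 and N0304-303-3, the lines farthest from the median of linolenic acid, r was 0.469.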

The 3.6 fold decrease in expression was correlated with a decrease in linolenic acid levels (Figure 1A). *FAD3A* was the most abundant among the three gene transcripts encoding linoleate desaturases, whose products convert linoleic acid into linolenic acid. The other two homologs, *FAD3B* (Glyma02g39230) and *FAD3C* (Glyma18g06950), had an average accumulation value of 27.88 and 11.33 FPKM, respectively. It is likely that the lower expression of *FAD3A* reduces accumulation of linolenic acid levels in N0304-303-3, but the residual *FAD3A* expression in N0304-303-3 combined with the *FAD3B* and *FAD3C* expression still result in a substantial amount of linolenic acid in seeds.

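FAD3B lies on chromosome 2 from 44497248 to 44501613 and FAD3C on chromosome 18 from 5619432 to 5622334. The Z-score in N0304-303-3 was 1.58 for FAD3B, the highest of the 9 lines, and -0.09 for FAD3C. The lowest Z-score was -1.71 in R05-591 for FAD3B and -1.75 in R08-1450 for FAD3C, so neither gene passed the cutoff. Linolenic acid had an r of -0.443 with FAD3B (exact permutation p = 0.234, rho = -0.420 with exact permutation p = 0.264) and of -0.160 with FAD3C (exact permutation p = 0.678, rho = 0.192 with exact permutation p = 0.624). The adjusted values for r were 0.568 and 0.775, and those for rho were 0.651 and 0.696. Without the lines farthest from the median, R95-1705 and N0304-303-3, r was 0.0461 for FAD3B and 0.350 for FAD3C.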

### Identification and characterization of transcript sequence polymorphisms

We identified a total of 48,792 SNPs in the nine lines in reference to the Williams 82 genome at a read depth cut-off of 5 reads for each SNP (Table 5). An average of 23,669 SNPs were present in each line with a mean coverage of 16 reads per SNP in annotated genes. Jack had the lowest number of SNPs with 15,752; and R08-1450 had the highest number of SNPs with 28,962. 

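The rank correlation over the 9 lines between the number of genes with expression variation and the SNP count of Table 5 was -0.0333 (Spearman's rho, exact permutation p = 0.948). Pearson's r was 0.208 (exact permutation p = 0.597), and 0.552 without Jack and R05-4256, the lines farthest from the median SNP count. With the number of uniquely aligned reads, rho was -0.167 (exact permutation p = 0.678). Here r was 0.0366 (exact permutation p = 0.915), and 0.202 without R02-6268F and R05-4256. In all, 6 such relations were computed, with increased and reduced genes also taken separately, and the adjusted value was 0.948 for each rho and 0.938 for each r. R08-1450 had 25200000 uniquely aligned reads, close to FAM94-41 with 25900000 and M23 with 25100000.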

R08-1450 also had the highest number of genes with expression polymorphisms (see above). A comparison of our SNP data with those in the Single Nucleotide Polymorphism database (dbSNP) (http://www.ncbi.nlm.nih.gov/projects/SNP/) showed that about 82% of the SNPs in annotated genes had previously been identified, which offered an independent confirmation.

**Table 5:** SNP annotation

**Soybean line**	**Jack**	**FAM94-41**	**M23**	**N0304-303-3**	**R02-6268 F**	**R05-4256**	**R05-591**	**R08-1450**	**R95-1705**	**Total**	**Average**
Total SNP count in annotated genes	15,752	27,123	24,906	24,909	26,504	19,308	21,040	28,962	24,518	48,792	23,669
Average read depth per SNP	13	17	15	14	20	12	15	21	15	-	16
Total length of annotated transcripts covered (in nt)	49,680,448	54,713,084	53,001,316	49,673,932	57,245,339	49,901,790	55,367,363	51,984,636	51,682,304		
SNPs overlapping with dbSNP	12,748	22,182	20,494	20,380	21,741	15,598	17,082	23,828	20,048	39,998	19,345
SNPs in annotated exons	14,271	23,757	22,450	22,311	23,202	17,023	18,333	25,381	21,544	43,283	20,919
SNPs in annotated UTRs	4,156	7,226	6,659	6,657	6,939	5,082	5,533	7,644	6,479	12,748	6,264
SNPs in annotated CDS	10,115	16,531	15,791	15,654	16,263	11,941	12,800	17,737	15,065	30,535	14,655
Non-synonymous SNPs	4,759	7,814	7,441	7,338	7,769	5,704	6,113	8,383	7,271	14,372	6,955
Synonymous SNPs	5,365	8,731	8,366	8,329	8,512	6,250	6,704	9,372	7,808	16,196	7,715
SNPs eliminating start codons	6	11	9	8	8	7	7	12	6	17	9
SNPs causing premature termination codons	29	70	68	67	80	44	44	72	55	125	59
SNPs eliminating termination codons	24	28	29	31	30	21	23	29	28	49	27
SNPs in splice sites	220	369	342	323	354	245	254	357	313	606	309
SNPs in annotated introns	2,120	4,483	3,469	3,609	4,377	3,036	3,575	4,752	3,957	7,488	3,709

On average, we identified 1 SNP per 1,429 nt of transcript sequence. Forty-four percent of the 33,779 genes expressed in seeds contained SNPs (Figure 3A). The genes with and without transcript accumulation polymorphism had similar percentage of SNPs, suggesting no or little correlation between transcript SNPs and transcript accumulation polymorphism. The largest group of those genes (38%) had a single SNP. The largest bin of genes (30.5%) showed a SNP density between 0.5 and 1 SNP per kb length (Figure 3B). Only 93 genes contained more than 5 SNPs per kb.

**Figure 3:**
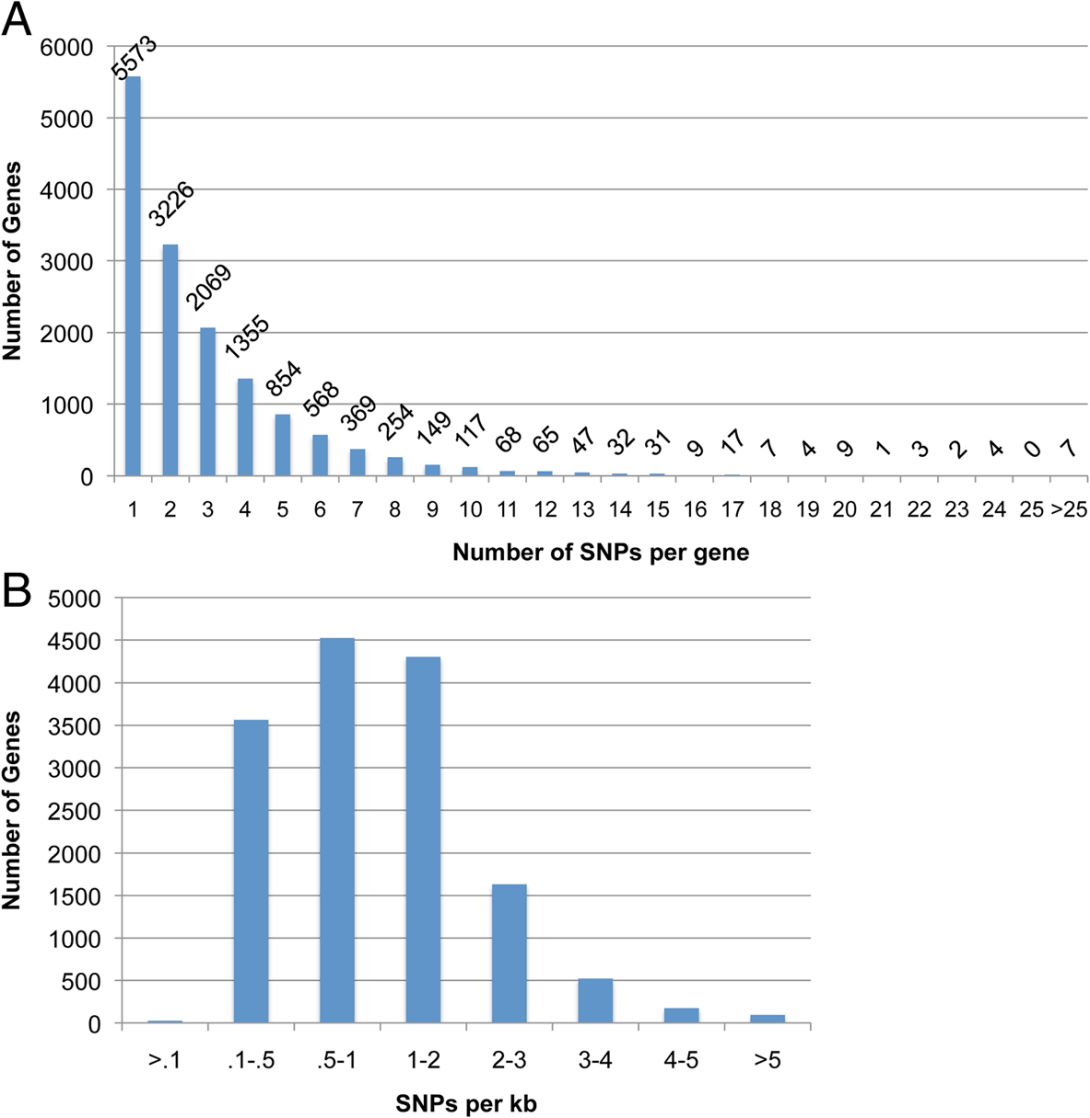
**Distribution of SNPs per gene and per kb of transcribed gene sequence. (A)** The distribution of the number of SNPs per gene is shown. Only 63 genes each contain more than 15 SNPs. **(B)** Intervals of varying sizes for SNP density given as number of SNPs per kb of transcribed gene sequence are indicated on the X-axis. The corresponding gene count is plotted on the Y-axis.

To identify SNPs that potentially lead to changes in protein functions, SNPs in coding regions were categorized into non-synonymous (14,372) and synonymous (16,196) SNPs (Table 5). We detected 125 non-synonymous SNPs that change an amino acid codon into a stop codon, 49 non-synonymous SNPs that change a stop codon into an amino acid codon, and 17 SNPs that eliminate a start codon. In addition, we found 606 SNPs in splice sites that may affect transcript splicing and possibly protein sequence and function. Transcripts containing premature termination codons are often degraded by the nonsense-mediated decay (NDM) pathway [39]. We compared accumulation levels of transcripts in genotypes containing genes with and without premature stop codon. The average accumulation ratio of transcripts with and without the premature stop codon was 1.04, suggesting that there was no or little correlation between transcript accumulation and presence of a premature stop codon (Additional file 2: Table S4).

### Distribution of expressed genes and transcript SNPs within and among chromosomes

The overall distribution patterns of genes were similar among most of the soybean chromosomes. Gene density was higher at both chromosome ends, but lower in the intervening regions (Figure 4). However, we also observed variations in the distribution patterns for a number of chromosomes. For example, the gene-rich regions expanded from the chromosomal ends towards the middle more on chromosomes 9 and 14. Discrete gene-rich regions can also be found in chromosomes 7, 12 and 18.

**Figure 4:**
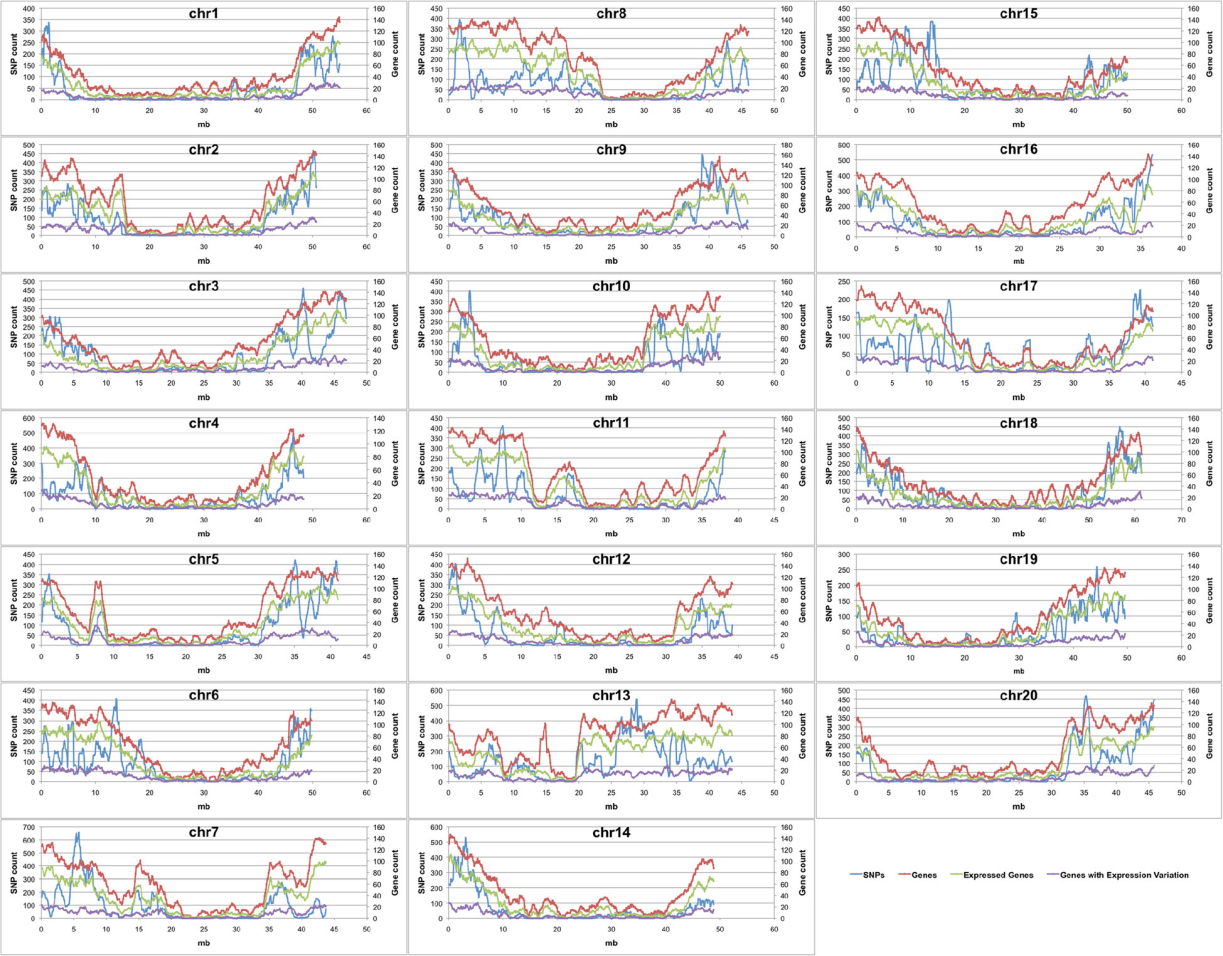
**Gene and SNP distribution.** To obtain the chromosomal distribution of genes, expressed genes, genes showing expression variation, and SNPs, we scanned each of the 20 soybean chromosomes by 1 mb sliding windows with 0.1 mb steps. SNP counts per 1 mb window are shown on the primary Y-axis and gene counts are displayed on the secondary Y-axis. The X-axis represents the chromosome length in mb.

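Each chromosome was divided into its outer 25% at either end and its middle 50%, with the end of the last gene taken as its length. The ends held 26351 of the expressed genes and the middle 7348. The number of expressed genes per Mb was 4.20 ± 1.40 times higher at the ends (mean ± SD over the 20 chromosomes), from 1.27 times on chromosome 13 to 7.16 times on chromosome 4.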

Overall, the distribution of expressed genes resembled that of genes along each chromosome. While on average, 61% of annotated genes were expressed in seeds, several chromosomal regions were found with highly different percentages of transcribed genes (Figure 4). For example, 85% of annotated genes located between positions 42.2-43.3mb on chromosome 4 were expressed in seeds. In contrast, only 21.3% of genes were transcribed in the region between positions 14–16.3 mb on chromosome 13. 

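The deposited table holds 67 expressed genes that lie from 42.2 to 43.3 Mb on chromosome 4, which is 60.9 per Mb against 32.2 per Mb over the whole chromosome. From 14 to 16.3 Mb on chromosome 13 it holds 50 expressed genes, which is 21.7 per Mb against 53.3 per Mb over the chromosome. The median expression was 3.47 FPKM in the region on chromosome 4 and 2.85 FPKM in the region on chromosome 13. Genes with expression variation made up 10 of the genes in the former and 7 of those in the latter. The numbers of annotated genes in these regions were not analysed here.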

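The number of expressed genes was counted in windows of 1 Mb moved in steps of 0.1 Mb. The densest window of a chromosome held from 93 genes on chromosome 16 to 113 genes on chromosome 2. On chromosome 2 this window started at 50000000 and on chromosome 16 at 35800000.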

The highest densities per chromosome varied between 95 and 112 expressed genes per 1 mb. It has been reported that gene expression in pericentromeric regions is lower than in chromosomal arms [12,40,41]. Interestingly, our preliminary data indicated that there was no correlation between expression levels and chromosomal positions of expressed genes. 

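The median expression was 3.61 ± 0.199 FPKM at the chromosome ends and 3.16 ± 0.396 FPKM in the middle (mean ± SD of the medians of 20 chromosomes). On the log2 scale the ends exceeded the middle by 0.20 ± 0.17 (mean ± SD), and this was so on 19 of the 20 chromosomes. A permutation test that exchanged the sign of the difference within chromosomes gave a two-sided p of 3.99996e-05 from 100000 resamples. The exception was chromosome 8, with a difference of -0.10. With the ends defined as the outer 10%, the difference was 0.25.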

Genes showed similar expression levels along chromosome ends and intervening regions. 

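Genes with expression variation made up 24.0 ± 0.913% of the genes at the chromosome ends and 23.4 ± 2.10% of the genes in the middle (mean ± SD over 20 chromosomes). The difference of 0.520 percentage points was above 0 on 12 of the 20 chromosomes, and the two-sided p of the permutation test within chromosomes was 0.349.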

There was no obvious difference in the distribution of genes with and without expression polymorphisms (Figure 4).

The distribution patterns of the 48,792 identified SNPs along chromosomes are shown in Figure 4. As expected, SNPs and expressed genes had similar distribution patterns. The SNPs densities were often lower at center regions and higher at both chromosomal ends. However, on some chromosome regions, the number of SNPs per expressed gene varied dramatically from the average. Unlike gene and expressed gene densities, maximum SNP densities per chromosome varied almost 3 fold from 656 SNPs per 1 mb window on chromosome 7 to 225 SNPs per 1 mb window on chromosome 17.

### Characterization of transcript sequence polymorphism related to acyl lipid signaling and metabolic pathways

A total of 1,186 SNPs were identified in putative acyl lipid genes (Table 6). The distribution of those SNPs among all lines was similar to that of all SNPs; Jack and R08-1450 had the lowest and the highest number of SNPs, respectively. Among the nine lines, 708 SNPs were located in CDS, of which 428 were synonymous and 280 non-synonymous SNPs (Table 6). Non-synonymous SNPs cause a modification of protein sequences that can be benign or deleterious and possibly experience selection. The non-synonymous to synonymous SNP (N/S) ratio in acyl lipid genes was 0.65 while the N/S ratio in all examined genes was 0.89, suggesting that the protein sequence changes were more likely subjected to a negative selection in acyl lipid genes than in the other genes. In addition, we observed that one non-synonymous SNP in an E1-E2 ATPase gene (Glyma06g47300) caused a premature termination codon. Another non-synonymous SNP in Jack abolished a start codon in a protease inhibitor/seed storage/lipid transfer protein gene (Glyma03g04370.2). Five SNPs coincided with splice sites and might change protein sequences and functions.

**Table 6:** SNPs in putative acyl lipid genes

**Soybean line**	**Jack**	**FAM94-41**	**M23**	**N0304-303-3**	**R02-6268 F**	**R05-4256**	**R05-591**	**R08-1450**	**R95-1705**	**Total**	**Average**
Total SNP count in annotated genes	414	668	615	618	633	427	467	722	578	1186	571.33
SNPs in annotated exons	379	585	550	548	553	392	413	625	501	1012	505.11
SNPs in annotated UTRs	112	188	162	164	177	127	142	192	168	304	159.11
SNPs in annotated CDS	267	397	388	384	376	265	271	433	333	708	346.00
Non-synonymous SNPs	111	157	156	149	155	100	99	172	146	280	138.33
Synonymous SNPs	156	240	232	235	221	165	172	261	187	428	207.67
SNPs eliminating start codons	1	0	0	0	0	0	0	0	0	1	0.20
SNPs causing premature termination codons	1	1	1	1	0	1	1	1	1	1	0.89
SNPs eliminating termination codons	0	0	0	0	0	0	0	0	0	0	0.00
SNPs in splice sites	1	3	2	2	3	1	0	2	2	5	1.78
SNPs in annotated introns	56	114	88	96	98	58	81	126	103	174	91.11
SNPs overlapping with dbSNP	355	552	524	514	545	363	393	614	489	998	483.22

We tested the putative effect of the non-synonymous SNPs on protein function by using the prediction tools PROVEAN [42], and PolyPhen-2 [43]. Based on a subset of SNPs in 102 randomly selected acyl lipid genes, 29% of non-synonymous SNPs were predicted to have deleterious effects on protein function (Additional file 2: Table S5). One of the non-synonymous SNPs was located in the *FAB2C* gene (Glyma14g27990), which encodes one out of three stearoyl-acyl-carrier-protein desaturases expressed in seeds. This SNP altered codon 77 from GAC to AAC, and consequently caused an amino acid change from aspartic acid (Asp, an acidic polar aa) to asparagine (Asn, a polar aa) (Figure 5). This SNP was only present in line FAM94-41. This *FAB2C* mutation in FAM94-41 is likely to result in the increased stearic acid level seen in Figure 1A [44,45]. As both homologous genes *FAB2B* (Glyma02g15600) and *FAB2A* (Glyma07g32850) are functional in FAM94-41, it is likely that stearic acid can still be converted to oleic acid although at a lower rate. 

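FAB2C (Glyma14g27990) lies on chromosome 14 from 34322852 to 34325575, FAB2A (Glyma07g32850) on chromosome 7 from 37734424 to 37738530 and FAB2B (Glyma02g15600) on chromosome 2 from 14104535 to 14108511. In FAM94-41 the deposited Z-score was -1.37 for FAB2C, 1.29 for FAB2A and 0.66 for FAB2B, so none of the 3 genes passed the cutoff of 2 in this line. FAM94-41 had the lowest Z-score of the 9 lines for FAB2C and the highest for FAB2A, whereas for FAB2B it was second to R02-6268F. The FPKM in the other lines was solved from the deposited values together with the paper's FPKM in FAM94-41. FAB2C ranged from 237 FPKM in R95-1705 to 963 FPKM in Jack over the other 8 lines, and FAM94-41 lay 2.28-fold below the mean of 9 lines and 1.96-fold below their median. FAB2A and FAB2B were 1.19-fold and 1.17-fold above their means. FAB2B passed the cutoff in R05-591, with a Z-score of -2.35 and 87.2 FPKM. With stearic acid over the 9 lines, FAB2C had an r of -0.480 (exact permutation p = 0.200, adjusted over the 8 relations 0.568) and a rho of -0.440 (exact permutation p = 0.241, adjusted 0.651), and r was -0.183 without FAM94-41 and N0304-303-3.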

Interestingly, we observed that accumulation of the *FAB2C* transcript was reduced in FAM94-41 (190.1 FPKM vs the average of 433.1 FPKM) while the transcript accumulation of *FAB2A* (42.2 FPKM vs the average of 35.4 FPKM) and *FAB2B* (205.3 FPKM vs the average of 175.4 FPKM) were increased in FAM94-41. The increased *FAB2A* and *FAB2B* expression may be able to partially compensate for the reduction of FAB2C activity in FAM94-41.

**Figure 5:**
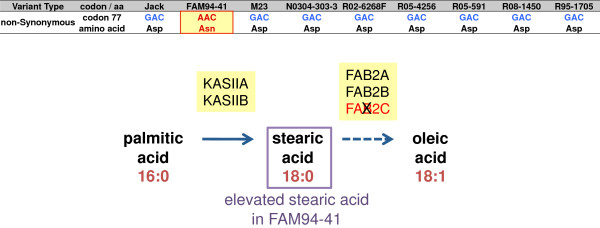
**Deleterious effects of a non-synonymous SNP in *FAB2C*.***FAB2C* (Glyma14g27990) encodes one out of three stearoyl-acyl-carrier-protein desaturases that convert stearic acid into oleic acid. The *FAB2C* allele in FAM94-41 contains the variant nucleotide G instead of the reference nucleotide A in the first nucleotide position of codon 77. This non-synonymous SNP results in an amino acid change from the acidic polar aspartic acid (Asp, encoded by GAC) to the polar asparagine (Asn, encoded by AAC), which renders the protein non-functional. FAM94-41 exhibits an elevated stearic acid phenotype as less stearic acid is converted into oleic acid.

The transcript sequencing data also allow discovery of small, one and two bp long indels in addition to large genomic deletions (see below). We identified 1,693 of small indels in annotated genes, of which 1,365 indels were located in annotated exons (Table 7). In contrast to SNPs, 82.3% of the exonic indels were situated in UTRs while 17.7% of the small indels were located in coding sequences. The 241 indels in coding sequences were expected to change reading frames and amino acid sequences, and were likely to be deleterious to protein function. We also found 4 small indels in termination codons and 35 in splice sites. Thirty-four percent of indels identified in this study were reported in dbSNP.

**Table 7:** INDEL annotation

**Soybean line**	**Jack**	**FAM94-41**	**M23**	**N0304-303-3**	**R02-6268 F**	**R05-4256**	**R05-591**	**R08-1450**	**R95-1705**	**Total**	**Average**
Total INDEL count in annotated genes	660	1096	935	985	1115	803	891	1106	975	1693	951.78
INDELs in annotated exons	553	926	801	838	933	673	742	921	801	1365	798.67
INDELs in annotated UTRs	419	728	635	674	743	520	564	739	634	1124	628.44
INDELs in annotated CDS	134	198	166	164	190	153	178	182	167	241	170.22
INDELs in termination codons	2	3	3	3	2	1	3	3	3	4	2.56
INDELs in splice sites	16	33	26	30	29	20	29	25	25	35	25.89
INDELs in annotated introns	140	221	179	192	233	166	195	238	220	328	198.22
INDELs overlapping with dbSNP	243	365	335	341	380	298	326	409	345	578	338.00

A total of 45 small indels were found in 39 putative acyl lipid genes (Table 8). However, most of them were located in UTRs, and only 4 indels were present in CDS of three genes. For example, a Thioesterase/thiol ester dehydrase-isomerase gene (Glyma07g32710) showed a 1 bp homozygous insertion (T) in the first codon in lines M23, N0304-303-3, R02-6268 F, R05-4256 and R08-1450. A peroxygenase 2 gene (Glyma20g34300) contained a 1 bp heterozygous (T) and a 2 bp homozygous deletion (CT) in codons 118 and 141 in Jack, respectively.

**Table 8:** INDELs in putative acyl lipid genes

**Soybean line**	**Jack**	**FAM94-41**	**M23**	**N0304-303-3**	**R02-6268 F**	**R05-4256**	**R05-591**	**R08-1450**	**R95-1705**	**Total**	**Average**
Total INDEL count in annotated genes	16	22	18	21	20	13	10	24	20	45	18.22
INDELs in annotated exons	10	18	14	15	17	11	9	20	14	32	14.22
INDELs in annotated UTRs	7	16	12	13	15	9	8	18	13	28	12.33
INDELs in annotated CDS	3	2	2	2	2	2	1	2	1	4	1.89
INDELs in termination codons	0	0	0	0	0	0	0	0	0	0	0.00
INDELs in splice sites	0	0	0	0	0	0	0	0	0	0	0.00
INDELs in annotated introns	7	6	5	7	4	3	2	5	7	13	5.11
Homozygous INDELs	14	21	15	19	18	11	7	18	18	43	15.67
Heterozygous INDELs	2	1	3	2	2	2	3	6	2	16	2.56
INDELs overlapping with dbSNP	5	2	6	5	2	3	1	4	6	10	3.78

### Increased expression of a gene cluster in the *Rhg1* locus of Jack

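The genes Glyma18g02580, Glyma18g02590, Glyma18g02600 and Glyma18g02610 lie next to each other on chromosome 18 from 1635970 to 1653509. Their Z-scores in Jack were 2.53, 2.63, 2.55 and 2.40, and the highest Z-score of any other line was 0.20. Because the deposited values alone do not fix the FPKM, the paper's fold changes were used to solve it. In Jack this gave 86.7, 219.8, 28.4 and 19.1 FPKM for the genes in the order of their positions. The other 8 lines ranged from 2.73 to 8.66 FPKM for the first gene, from 18.6 to 28.5 FPKM for the second, from 2.53 to 5.20 FPKM for the third and from 0.517 to 3.25 FPKM for the fourth. The deposited Z-scores and means by themselves bound the fold change over the mean of the other 8 lines at 83.1, 583, 78.5 and 16.2 at most.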

We identified a segment consisting of four adjacent genes (Glyma18g02580, Glyma18g02590, Glyma18g02600 and Glyma18g02610), whose transcript accumulations were 15.5, 9.6, 8.0 and 9.0 times higher in Jack than their average expression level in the other eight lines, respectively (Figure 6). Interestingly, these genes were located in the previously characterized *Rhg1* locus (for resistance to *Heterodera glycines*). It has been reported that overexpression of these genes confers resistance to the soybean cyst nematode (SCN) *Heterodera glycines*[8]*.* Jack is resistant to SCN [46]. The co-ordinate elevated expression of the four genes is likely to lead to its SCN resistance. It has been shown that the copy numbers of a 31.2 kb fragment containing the four genes vary greatly in soybean lines, and their transcript accumulation is correlated with their copy number [8]. The SCN resistant Fayette cultivar has 10 copies while the susceptible Williams 82 cultivar has just one copy of this 31.2 kb fragment. We conducted shotgun sequencing of the Jack genome at a 10-fold average coverage (unpublished). Interestingly, the coverage for each of the four *rhg1* genes was between 101 and 113 reads, indicating a 10 to 11-fold copy number increase of these genes. This suggests that the amplification of the *rhg1* genes leads to their increased transcript accumulation and SCN resistance in Jack.

**Figure 6:**
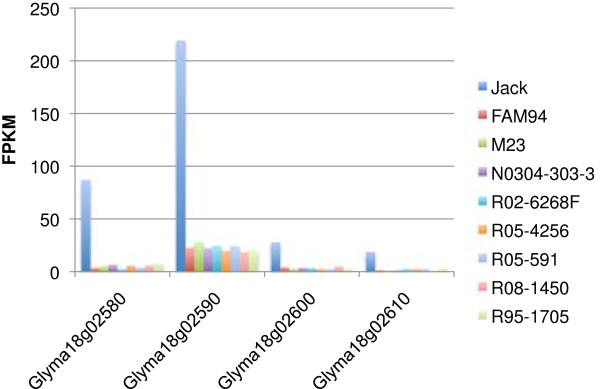
**Transcript analysis of a highly expressed multi-gene segment in Jack.** The adjacent genes Glyma18g02580, Glyma18g02590, Glyma18g02600 and Glyma18g02610 are about 15.5, 9.6, 8.0 and 9.0 times higher expressed in Jack than in all remaining lines, respectively. These genes compose the *Rhg1* locus that refers resistance to soybean cyst nematodes (SCN) when highly expressed.

### Assessment of genetic diversity among the nine genotypes

We determined the presence of variant nucleotides at congruent SNP positions in all nine soybean lines. A total of 5,563 SNPs, which accounted for 11.4% of all discovered SNPs, were line-specific (Figure 7). Jack had the highest number with 1,255 SNPs while R05-4256 had the lowest number with 23 SNPs to the minor allele frequency (MAF) SNPs. The remaining 43,229 SNPs were shared by two to nine lines. A total of 7,679 (15.7%) SNPs were present in four lines representing the largest set among shared SNPs. Two thousand six hundred one (5.3%) SNPs were common in all nine lines indicating that the reference genome Williams 82 carries the unique variant nucleotide compared to the nine lines.

**Figure 7:**
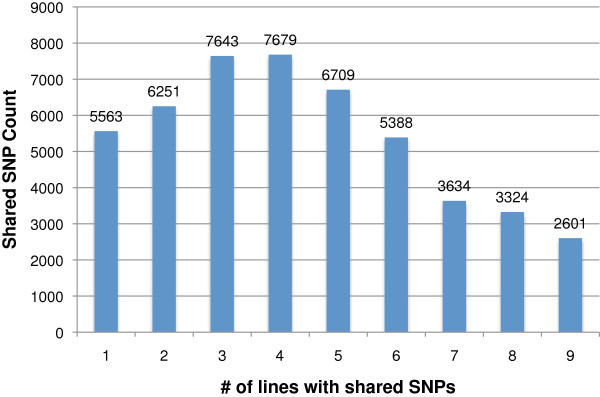
**Common SNPs among lines.** SNPs are unique or shared among lines. For each of the 48792 SNP, we determined the number of lines that carry the variant nucleotide compared to Williams 82. The total number of shared SNPs is shown as a function of the number of lines containing the SNP.

We assembled nine pseudo molecules consisting only of nucleotides at all SNP positions. Their alignments were used to infer the phylogenetic relationship among the nine lines. We generated a Maximum Likelihood tree based on 33,164 nucleotide SNPs (Figure 8). The mean genetic distance was 0.548 nucleotide substitutions per site. Jack and R08-1450, the lines with pronounced expression differences, were placed on divergent branches. R05-4256, R05-591 and R95-1705 formed a clade. FAM94-41, N0304-303-3 and M23 grouped together on one clade. The general tree topology was supported by Bootstrap analysis.

**Figure 8:**
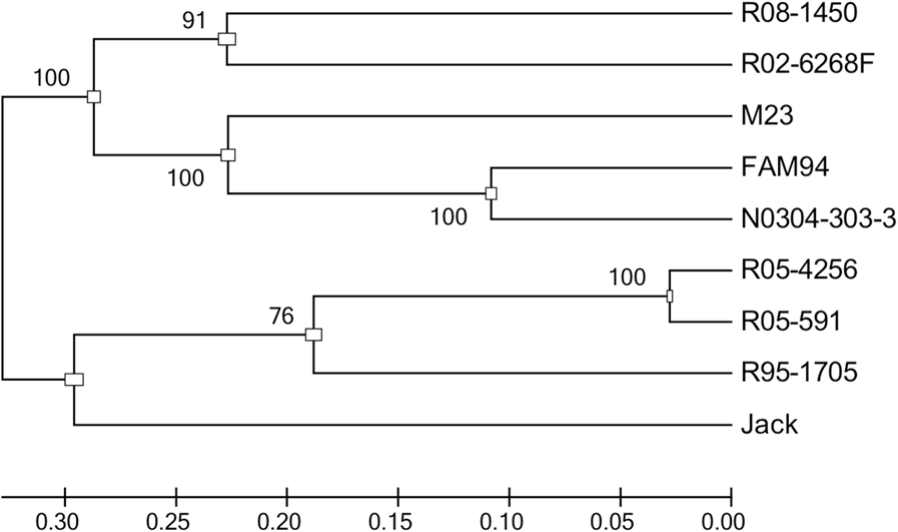
**Maximum Likelihood tree of nine soybean lines.** The Maximum Likelihood tree is based on 33,164 out of 48,792 SNP positions found in all nine lines compared to Williams82. SNP positions that contained heterozygous SNPs, missing nucleotides (lines with no read coverage) or identical nucleotides in all lines were excluded from the analysis. The Bootstrap method with 1,000 replications was used to test the phylogeny. The Bootstrap values are shown at the tree nodes. The scale bar indicates the number of nucleotide substitutions per site.

## Discussion

Phenotypic differences identified in inter- or intra-species comparisons could be mostly attributed to transcript sequence and expression polymorphisms of their functionally relevant genes. The availability of next-generation sequencing technologies enables us to sequence entire transcriptomes and simultaneously evaluate transcript sequence and expression variation. We applied the RNA-seq technology to examine transcript sequence and expression variations in soybean seeds of nine soybean lines varying in oil composition and content. Our results suggest this is a highly effective approach to the identification of transcript polymorphisms (variation). Compared to whole genome sequencing, RNA-seq represents a genome-reducing technique. The soybean genome is about 1.1 Gb in size with the majority, 59%, consisting mostly of highly repetitive transposable elements [30]. The protein-coding genes account for about 10% of the soybean genome while those expressed in seeds fall to about 6.5%. Thus, RNA-seq represents more than 15-fold enrichment when compared to DNA-sequencing at equal read counts and therefore provides a much more efficient method for identifying sequence variations in expressed soybean seed genes. Even though highly abundant transcripts may reduce efficiency in determining less-abundant transcript sequence, since most of these transcripts are important to seed qualities, knowledge about their expression variation is highly valuable for seed quality improvement. In addition, RNA-seq focuses on the functional components of the genome. While non-transcribed regulatory elements such as promoter and DNA methylation sequences are not captured when using an RNA-sequence approach, their effects can still be measured by transcript accumulation. Transcript SNPs were preferentially located in the active recombination portions of the genome. Higher recombination rates are preferred as recombination breaks down the high linkage disequilibrium (LD) in cultivated soybean varieties, which improves the resolution of genetic maps and facilitates gene mapping. In addition, our sequence data confirm or improve gene models, splice predictions and annotation of the soybean genome.

North American soybean cultivars have a very narrow genetic base. Domestication in Asia, introduction of relatively few landraces to the US and subsequent selection in the breeding process represent three genetic bottlenecks that have reduced the soybean gene pool [6]. Gizlice *et al.*[47] showed that about 35 varieties (28 landraces and 7 first progeny) contribute 95% of alleles found in modern North American soybean cultivars. In this study, we defined the sequence and expression variation of seed transcriptomes from nine soybean lines. Sequencing a relatively small number of lines could capture a large portion of common genotypic variations in a species. In *Arabidopsis*, for example, 20 diverse varieties contained 90% of the common SNPs in this species [48,49]. Similarly, based on entries in dbSNP, 82% of SNPs discovered in our nine lines overlapped with SNPs available from various soybean genotypes. However, sequence variations unique to one line or with lower allele frequencies are often valued in mutant discovery as can be seen with the *FAB2C* allele from FAM94-41.

Seeds are the sites of reserve production and accumulation rendering them the most valuable part of plants and the target for soybean improvement. While a certain percentage of genes expressed in seeds are housekeeping genes and/or are transcribed in multiple tissues, our data appear consistent with previously published expression profiles on seed development [14,50], as many of the here-in-identified genes are strictly related to seed development and are exclusively expressed in seeds. A number of those genes are transcribed at high levels and play major roles for enhancing agronomic traits. For example, we found most of the glycinins and β-conglycinins composing 70% of soybean storage proteins highly expressed in seeds, which is in accord with previously published data [14,31,32,51]. Expression levels of these genes contribute to protein composition and content, and therefore the quality of soy products such as tofu. However, a number of genes whose protein products are not agronomically desirable due to their anti-nutritional effect are expressed in high quantities as well. Among those are genes encoding for protease inhibitors including Bowman-Birk serine protease inhibitors and Kunitz trypsin inhibitors that hamper the digestion of soybean proteins in animals and humans [52-54], and the lipoxygenases involved in oxidation of polyunsaturated fatty acids, which add unpleasant flavors to soybean products [33]. Many of the above mentioned genes show expression variation among the nine lines. For example, the genes coding for glycinin 3 and the most abundant Kunitz trypsin inhibitor are 46-fold and 6-fold less expressed in line R95-1705 compared to the average value from the nine lines. 

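Table S1 holds 20 genes for glycinins, β-conglycinins, Bowman-Birk inhibitors, Kunitz trypsin inhibitors and lipoxygenases. The 7 Bowman-Birk genes, 6 of them annotated as uncharacterized proteins of the isoinhibitor type, held 4.01% of the summed FPKM and the 2 Kunitz genes held 1.68%. Of the 20 genes, 1 passed the Z-score cutoff, the Bowman-Birk gene Glyma09g12252 in R08-1450, with a mean of 855 FPKM. In FPKM, the line with the highest value had at least 3 times the value of the lowest line for 11 of the 20 genes.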

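The glycinin 3 gene (Glyma19g34780) lies on chromosome 19 from 42366323 to 42369290. Its FPKM, solved from Table S3 and the deposited mean, was 8.26 in R95-1705 and 378 on average over the 9 lines, a 45.8-fold difference. The mean was raised by M23, which had 2980 FPKM and a Z-score of 2.29, while the other 7 lines ranged from 10.6 to 120 FPKM. Against the median of the other 8 lines, 48.2 FPKM, R95-1705 was 5.84-fold lower, and its Z-score of -1.14 did not pass the cutoff. The most abundant Kunitz trypsin inhibitor gene (Glyma08g45531, chromosome 8 from 44882983 to 44884058) had 1795 FPKM in R95-1705 against a mean of 10455 FPKM, a 5.82-fold difference with a Z-score of -1.41. R08-1450 had a similar value of 2215 FPKM, and M23 had the highest value of 21046 FPKM.

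**Figure D2:**
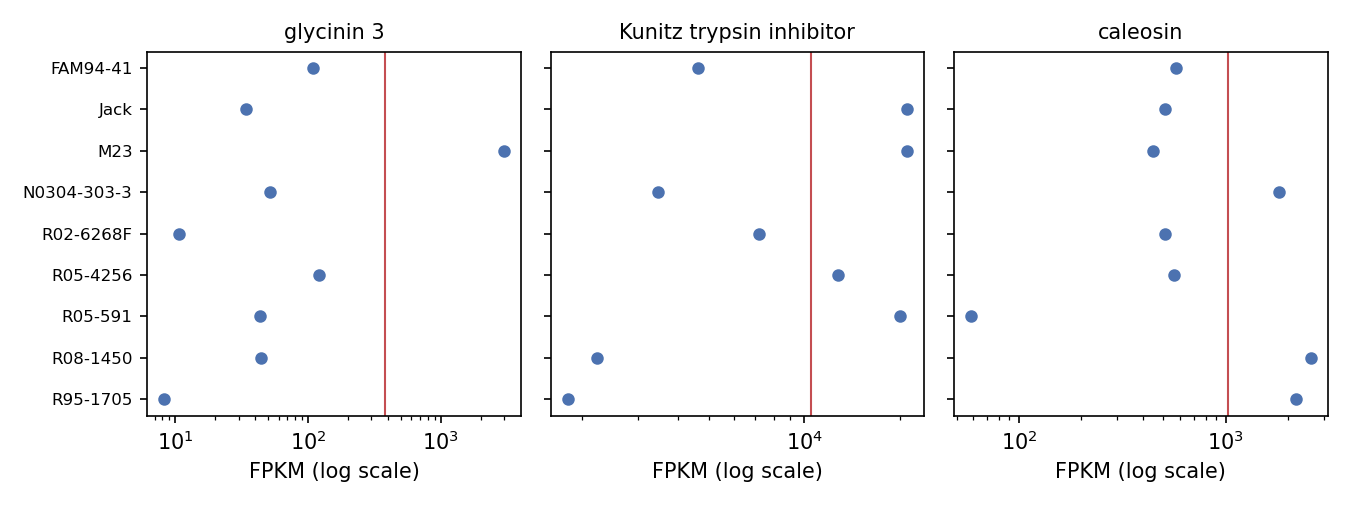
FPKM in each of the 9 lines, on a log scale, for the genes of glycinin 3, the most abundant Kunitz trypsin inhibitor and the most expressed caleosin. Each point is 1 library and the red line is the mean of the 9 lines. For glycinin 3, 8 of the 9 lines lie below the mean of 378 FPKM.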

Seven hundred sixty-eight of the 1,075 genes putatively involved in acyl lipid metabolism are expressed in seeds, of which 188 had expression polymorphism in the nine lines including oleosins [35] and caleosins [37]. 

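The caleosin gene Glyma10g33350 lies on chromosome 10 from 41734227 to 41735940. R05-591 had 58.6 FPKM and a Z-score of -2.10, against a mean of 1025 FPKM over the 9 lines, and was 17.5-fold below this mean. The mean was above the value of 6 lines, since R08-1450 had 2576 FPKM, R95-1705 2182 FPKM and N0304-303-3 1804 FPKM. Against the median of the other 8 lines R05-591 was 9.68-fold lower. The Z-score was -2.001 over the 8 lines without Jack, so the call lay close to the cutoff in that setting.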

Line R05-591, for instance, displays a 17-fold decrease in the most expressed caleosin. Transcript expression variations identified in those lines may be of value in the discovery of underlying molecular regulatory mechanisms and the development of effective breeding strategies for seed quality improvement. Additionally, transcript expression variation could potentially be developed into bio-markers for molecular breeding. Although transcription factors are important for plant and seed development, they are more often significantly less expressed than structural proteins and enzymes. The high specificity and sensitivity of RNA-seq will allow us to investigate expression differences of transcription factor genes as well.

SNPs are one of the most widely used DNA sequence markers in eukaryotes. Previously, SNPs were discovered in various soybean cultivars, land races, elite lines and *Glycine soja* using next generation DNA sequencing [18-22] as well as other methods [55-57]. Here we took advantage of RNA-seq and identified 48,792 non-redundant SNPs in 14,840 genes. About 63% (30,535) of SNPs are in CDS regions. Thirty percent (14,372) of them are nonsynonymous, causing amino acid substitutions. The effect of those amino acid changes on protein integrity and function can be predicted with algorithms such as PROVEAN [42], SIFT [58] and PolyPhen-2 [43]. In addition, 125 SNPs introduced premature termination codons and 49 removed stop codons. Seventeen SNPs eliminated the annotated translation initiation codon and 606 SNPs are located at intron splice donor or acceptor sites possibly interfering with transcript splicing. In contrast to SNPs, the effects of 1 and 2 bp indels are more predictable, as the 241 indels found in CDS interrupt the reading frame and protein sequence while the 35 indels identified in splice sites may lead to intron retention and the 4 indels found to eliminate termination codons potentially produce a longer protein. Sequence variations that affect gene function and cause phenotypic variation represent functional (also known as perfect or diagnostic) markers [59,60]. Due to complete linkage with trait phenotypes, functional markers are ideal for marker-assisted breeding. This study identified a large collection of sequence polymorphisms (SNPs and small Indels) that could lead to protein sequence changes and potentially to biological functional changes in genes. These transcript sequence polymorphism could be further developed into semi-functional or functional markers.

The ratio of nonsynonymous to synonymous substitutions (N/S) for all gene models in our nine lines was 0.89, which is substantially lower than the previously published N/S ratio of 1.38 in cultivated soybeans [18]. The N/S ratio for genes expressed in soybean seeds is slightly higher than that in Arabidopsis (0.83) [49], but less than those in sorghum (1.36) [61] and rice (1.2 and 1.29) [62,63]. The differences in these observed ratios might reflect different gene sets, selection criteria, sequence platforms used or allelic expression bias that may be present in RNA-Seq. In rice and soybean, it has been shown that genes with vital functions seem to have significantly lower nonsynonymous-to-synonymous substitution ratios, while genes with non-essential functions such as disease resistance genes have higher ratios [18,63]. Usually, the majority of substitutions are thought to be eliminated by negative (or purifying) selection whereas a small amount of nonsynonymous variants are retained by positive selection under natural conditions. Accordingly, the N/S ratio is normally used to learn about the selection pressure acting on a system. However, soybean lines have been artificially selected by plant breeders, which caused genetic bottlenecks. Therefore, in this situation, N/S ratios may not be used to accurately infer selection pressure [64].

Consistent with the previous reports, we independently identified a number of transcript sequence and expression polymorphisms potentially responsible for altered fatty acid composition. We showed that the *FAB2C* (*SACPD-C*) gene encoding a stearoyl-acyl-carrier-protein desaturase had a putatively damaging SNP in FAM94-41 [44,45]. *FAD3A* encodes a linoleate desaturase that introduces a third double bond in linoleic acid to form linolenic acid. Cardinal *et al.*[65] suggest that lower expression of the *FAD3A* allele in N0304-303-3 is likely to cause a lower level of linolenic acid (18:3) content and is mirrored in our finding. M23 has a 164 kb deleted region containing the fatty acid desaturase gene *FAD2-1A*[66,67] and therefore, as expected, we detected little more than background expression of the *FAD2-1A* gene in M23. Additionally, we detected a coordinated increase in the expression of the four genes comprising the *rhg1* locus in cultivar Jack. 

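FAD2-1A (Glyma10g42470) lies on chromosome 10 from 49415307 to 49418492. Its FPKM, solved from Table S3 and the deposited mean, was 13.7 in M23 against a mean of 384 over the 9 lines, which is 28.0-fold lower, with a Z-score of -2.40. The other 8 lines ranged from 136 FPKM in R95-1705 to 948 FPKM in Jack. FAD2-1A was 1 of 18 consecutive expressed genes with a Z-score of at most -2 in M23, from 49407139 to 49539106, a length of 132 kb. Their median Z-score was -2.49. The preceding gene, from 49378696 to 49383535, had a Z-score of -1.92, and the length was 160 kb with it. Among the 14 flanking genes within 100 kb, including that gene, 0 passed the cutoff in M23 with reduced expression and the median Z-score was -0.00385. For 6 of the 18 genes FPKM was solved, and M23 was from 11.7-fold to 28.0-fold below the mean of 9 lines. These 6 were solved through Table S3, which lists only genes at least 10-fold below that mean. Smaller decreases were thus excluded by the choice. The gene from 49533543 to 49539106, with a mean of 18.6 FPKM and a Z-score of -2.49, was not solved. If Table S3 lists every such gene with a mean of at least 10 FPKM, this one was less than 10-fold below its mean. Over the 9 lines, FAD2-1A and oleic acid had an r of -0.702 (exact permutation p = 0.0581, adjusted over the 8 relations 0.465) and a rho of -0.343 (exact permutation p = 0.365, adjusted 0.651). Without M23 and N0304-303-3, the lines farthest from the median of oleic acid, r was -0.0647, and without M23 alone it was 0.0269, so the relation rests on M23.

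**Figure D3:**
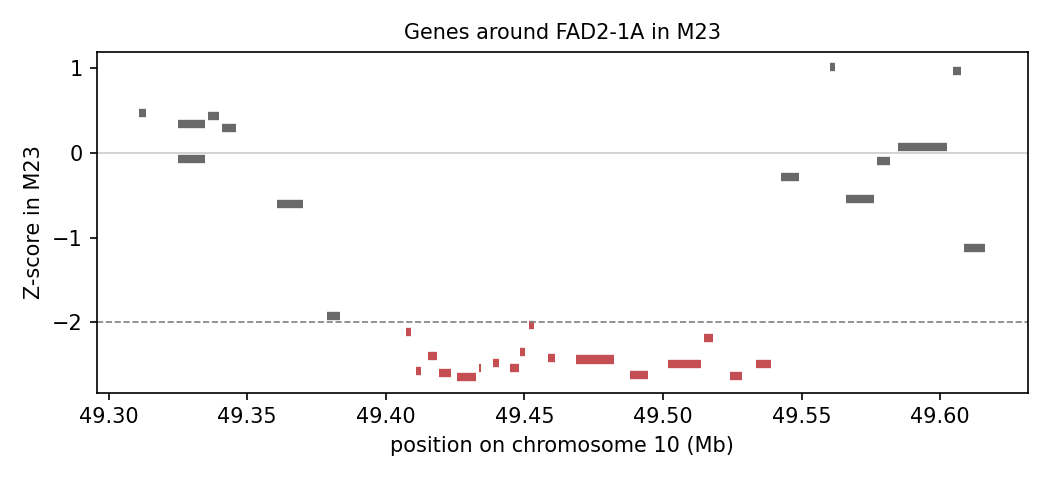
Z-score in M23 of each expressed gene on chromosome 10 around FAD2-1A. Each bar spans a gene, the 18 genes of the run are red and the dashed line is the cutoff of -2. The red genes lie from 49407139 to 49539106 with a median Z-score of -2.49.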

The *rhg1* locus has been shown to control the soybean cyst nematode (SCN) resistance trait through copy number variation [8]. Jack is a SCN resistant cultivar and was developed from Fayette, whose rhg1 locus is amplified by 10 fold [46]. We show here that the copy number of the genes in this locus was 10 fold higher than flanking genome sequences, indicating that the coordinated increased expression of those genes in Jack was caused by a copy number amplification.

We generated a valuable collection of sequence and expression variations from these soybean lines, which can be used to address questions in basic and applied soybean research. As mentioned earlier, our sequence polymorphisms are highly applicable for gene mapping approaches and marker-assisted breeding. Moreover, existing QTL data may be compared with our sequence and expression polymorphism data to identify possible candidate genes for traits of interest. For example, 164, 34, 19, 36, 35 and 41 QTLs for oil, palmitic acid, stearic acid, oleic acid, linoleic acid and linolenic acid content are currently (as of Sept 2013) listed in SoyBase (http://soybase.org), respectively, many of which do not have a causal gene assigned to them. Although QTLs usually span large regions containing many genes, genes of interest are limited to those that are transcribed in these regions. The transcript polymorphisms discovered here should greatly facilitate identification of the causal genes and gene variants.

The transcript sequence and expression polymorphisms are also useful for eQTL (expression QTL) analysis to identify DNA variants that change expression levels and patterns of genes [68]. Loci controlling gene expression can act at the transcriptional, co-transcriptional and posttranscriptional level. eQTLs include SNPs resulting in RNA splicing variations, which have been shown to be one of the underlying causes of expression differences and phenotypic diversity. We are in the process of investigating splice variations and identifying line-specific transcript isoforms among the nine soybean genotypes.

## Conclusion

In this study, we sequenced seed transcriptomes from nine soybean genotypes varying in oil composition and content, and provided a comprehensive depiction of transcript accumulation and sequence variation in seeds at gene, pathway and systems levels. We identified a large collection of transcript sequence and/or accumulation polymorphisms that could potentially affect gene functions. Additionally, we developed a variety of data mining strategies and successfully detected a number of genetic variants potentially causing oil composition and SCN resistance changes. Transcriptome sequencing can simultaneously determine two major functional attributes of a gene, transcript sequence and accumulation level. Although transcriptome sequencing is mainly employed to measure transcriptional changes in a single genotype, the proof-of-concept study demonstrates that transcriptome sequencing could offer an effective approach to explore and exploit genetic diversity for discovering sequence and expression markers, gene variants and genome structure variations important to agronomic traits. The collection of transcript polymorphisms identified in this study could serve as highly effective markers for genetic mapping and gene function discovery in soybean seed quality research.

## Methods

### Plant material

All soybean (*Glycine max* (L.) Merrill) lines were grown in the Danforth Center growth chambers with temperature set at 25°C day/ 23°C night, the humidity at 50% and 16-hour daylight at up to 1,000 μmol of supplemental lighting. The plants were watered, fertilized and managed for pests and disease as needed. Seeds at the S6 stage of seed maturation were carefully selected based on seed weight and color, and were harvested for RNA preparation. At the S6 stage, soybean seeds have the highest fresh weight and accumulation levels of transcripts encoding seed storage proteins and fatty acid desaturase. S6 represents one of the most relevant seed developmental stages with respect to storage reserve production [69].

### Oil composition and content

The oil composition of soybean seeds was determined with the Agilent 7890A GC with S/Sl injection and FID detection at the USDA-ARS Plant Genetic Resources Conservation Unit (PGRCU) in Griffin, Georgia. Three single seeds per soybean line were measured with two replications each. The oil content of soybean seeds was determined with the MQC Benchtop NMR Analyser, Oxford Instruments. Six g of seeds per line were measured with two biological and three technical replicates.

### RNA extraction and library construction

Total RNA was isolated as described by Chen and An [70] with minor modification. Nine RNA-seq libraries were constructed and sequenced at Expression Analysis, Inc., Durham NC. RNA-seq libraries were prepared with the TruSeq™ RNA Sample Preparation Kit v2 from Illumina, Inc., San Diego, CA, and 100 bp paired-end reads were generated on the Illumina HiSeq 2000 platform.

### RNA-seq read pre-processing

CASAVA 1.8.2 (Illumina, Inc., San Diego, CA) was used to produce purity filtered reads, which were de-multiplexed and had the adaptors removed using ea-utils-1.1.2 by Expression Analysis, Inc. After evaluating read quality with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), FASTQ/A Trimmer from the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html) was used to remove the last 10 bases of each read leaving 90 bp pair-end reads for the nine genotypes.

### RNA-seq read mapping, transcript assembly and quantification

The free, open-source “Tuxedo” software suite was used in the RNA-seq data analysis [71]. Bowtie version 0.12.8 [72] and TopHat version 1.4.0 [73] were run on each of the samples using the *Glycine max* cv. Williams 82 reference genome [30] and the Gmax_189_annotation from Phytozome version 9.1 (http://www.phytozome.net/) to guide the RNA-seq read alignments. The sequence reads that mapped to the Williams 82 reference genome with no more than two mismatches were used for further analysis. Reads aligned to more than one location on soybean genome were eliminated from the analysis.

Cufflinks version 2.1.1 [74] was run on each sample BAM file to assemble the transcripts. Subsequently Cuffmerge version 2.1.1 was used to produce the merged transcriptome file and Cuffdiff version 2.1.1 to quantify the normalized expression values across nine soybean lines. Genes with a mean expression value across the nine lines of 0.5 FPKM or greater or were expressed in all nine lines were defined as expressed genes to reduce the background noise. Sequences that aligned to the chloroplast and mitochondrial genomes were removed. SAMtools [75] was run on each BAM file to determine read coverage and coverage for each genomic base by each sample. Gene and transcript coordinates from the merged.gtf file from Cuffmerge were used by custom Perl scripts in the calculation of coverage statistics. Z-scores of log_2_-transformed FPKM values for each individual gene in all nine lines were calculated to determine its significance of its expression variation among lines with a Z-score cutoff value of 2.

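The deposited Z-scores have a mean of 0 and a standard deviation of 1 over the 9 lines of each gene. The constant added to FPKM before the log2 transformation was settled from Table S1, which gives the lowest and highest FPKM and the standard deviation of 100 genes. With a constant of 1, the standard deviation computed from the deposited Z-scores differed from Table S1 by at most 0.000478%. With a constant of 0.1 the largest difference was 3.64%, and with 0.01 it was 6.19%. A constant of 1 was used in every solution for FPKM per line. It compresses differences between lines for genes expressed far below 1 FPKM.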

We applied a computational algorithm that we developed (unpublished) to identify genomic regions that contain adjacent genes coordinately up-regulated or down-regulated in comparison to the other lines. Overall, FPKM values generated in our RNA-Seq expression analysis were used to calculate its Z-Score. Next all expressed genes were ordered by chromosome and position. 

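The rule was applied to the deposited Z-scores with genes ordered by chromosome and start. It found 30 runs of 3 or more adjacent genes past the cutoff in the same line and direction, 14 with increased and 16 with reduced expression, in 8 of the 9 lines. R08-1450 held 19 of them, and R95-1705 held none. When the order of genes within chromosomes was randomized 100 times, 9.54 runs were found on average, from 3 to 18, and the longest had 4 genes. For R08-1450 alone the random orders gave 8.44 runs on average and 17 at most. In these orders 6 of the observed runs were longer than any random run. Apart from the 18 genes in M23, they were 8 genes with increased expression in R08-1450 on chromosome 18 from 22254027 to 22630992, 7 with increased expression in FAM94-41 on chromosome 19 from 9290103 to 9301099, 5 with increased expression in R08-1450 on chromosome 20 from 23675017 to 23841233, and a pair of runs of 7 genes each with reduced expression in N0304-303-3 on chromosome 5 from 7842037 to 8080631. With 1 gene kept per span, random orders gave runs of up to 7 genes, all those longer than 4 in R08-1450, so the run of 5 genes and those of 7 did not exceed the longest random run over all lines. Within their own line and direction, the longest random run then had 3 genes in FAM94-41, and N0304-303-3 had 0 random runs. With the cutoff lowered to 1.5, 444 runs were found and random orders gave from 257 to 335. At this cutoff the longest run with increased expression in R08-1450 had 8 genes, against 9 in random orders. The longest reduced runs in M23 and N0304-303-3 had 19 and 15 genes. Among genes with a mean of at least 1 FPKM, the longest run in FAM94-41 had 3 genes. The longest random run over all lines then had 5 genes, and FAM94-41 had 0 random runs.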

Samples with three or more genes in a row with Z-Scores of < = - 2 or > =2 are considered down-regulated or up-regulated, respectively. These regions are subject to greater scrutiny in a manual review of the relevant data.

### SNP analysis

Both SAMtools’ mpileup [75] and GATK’s (Genome Analysis Toolkit) Unified Genotyper [76,77] were independently used to call SNPs and small indels across all samples simultaneously. The results were filtered using GATK’s VariantFiltration, where in order to pass, read depth was required to be > =5 reads, SNP quality had to be > =50, and no more than 2 SNPs in a 10 base pair window were allowed. SNPs and indels passing the filtering criteria and that were common to both detection methods were retained.

### Phylogenetic analysis

The nucleotides at 48,792 SNP positions were concatenated and assembled into a single sequence for each soybean line. Subsequently, all assembled nucleotide sequences were aligned based on their chromosome position [78]. SNP positions that are heterozygous in a line, identical in all lines or contain a missing nucleotide in a line were eliminated from the phylogenetic analysis. The assembled nucleotide sequences were used to infer the evolutionary history using the Maximum Likelihood method based on the Tamura-Nei model [79,80]. The tree with the highest log likelihood (-247504.5363) is shown. Initial tree(s) for the heuristic search were obtained automatically by applying Neighbor-Join and BioNJ algorithms to a matrix of pairwise distances estimated using the Maximum Composite Likelihood (MCL) approach, and then selecting the topology with superior log likelihood value. The tree was drawn to scale, with branch lengths measured in the number of substitutions per site. The analysis involved nucleotide sequences for 9 lines. There were a total of 33,164 positions in the final dataset. Evolutionary analyses were conducted in MEGA5 [79].

### Availability of supporting data

RNA-Seq data for nine soybean lines are available under NCBI-GEO series accession no. GSE56297.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WG and YQA designed and conducted the experiment, conducted data analysis and prepared the manuscript. YQA conceived of the study and coordinated executing the experiments. EX measured seed oil content. MW measured seed fatty acid composition. RU and PC provided genetic materials. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Accumulative transcript amount of most highly expressed genes in seeds. Genes were sorted by average expression in percent across nine lines. The smallest number of genes (i.e. top expressers) required to reach the accumulative transcript amounts in percent as indicated on the X-axis are shown. **Figure S2.** Distribution of expression variation per line. For each of the 8,037 differentially expressed genes, we determined the line that exhibits the largest expression variation (i.e. absolute Z-score) compared to the average expression across all nine lines. The total count for up-regulated (blue columns) and down-regulated (red columns) genes per line is presented. Click here for file

Additional file 2: Table S1 100 most abundant transcripts in seeds. **Table S2.** Genes showing expression variation across nine lines. **Table S3.** Expression variation by fold-change. **Table S4.** Average expression ratio of genes with and without SNPs that led to pre-mature stop codons. **Table S5.** Possibly damaging non-synonymous SNPs in putative acyl lipid genes. Click here for file

# Supplementary material for: Identification and characterization of transcript polymorphisms in soybean lines varying in oil composition and content
**Source:** BMC Genomics. 2014 Apr 23;15:299. doi: 10.1186/1471-2164-15-299

**Figure S1: Accumulative transcript amount of most highly expressed genes in seeds**

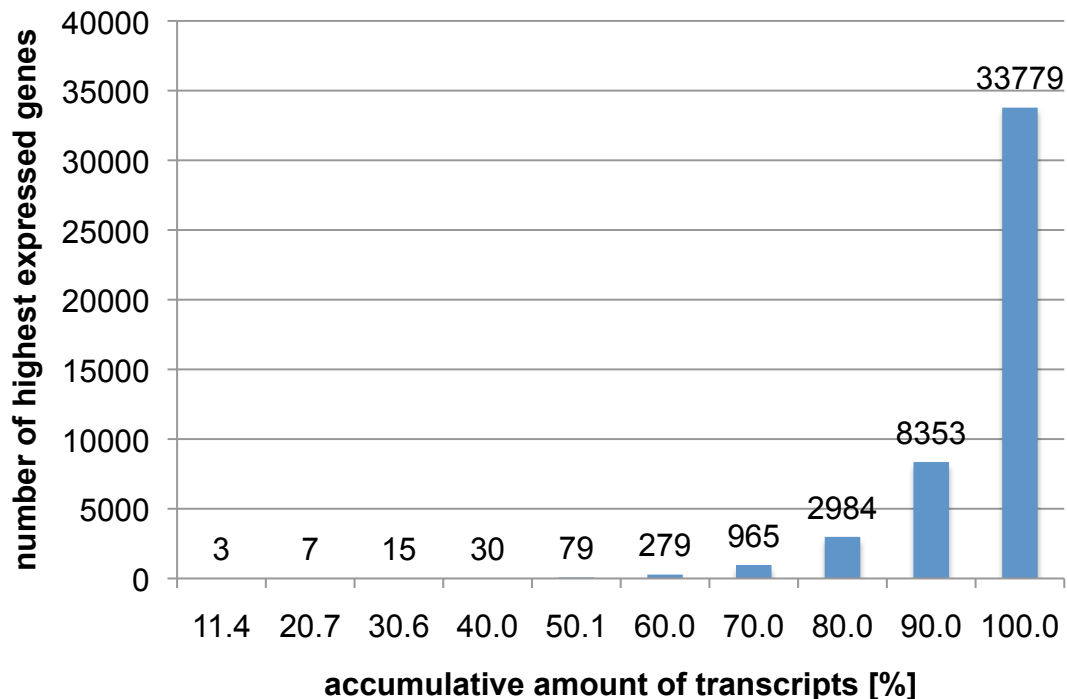

**Figure S2: Distribution of expression variation per line**

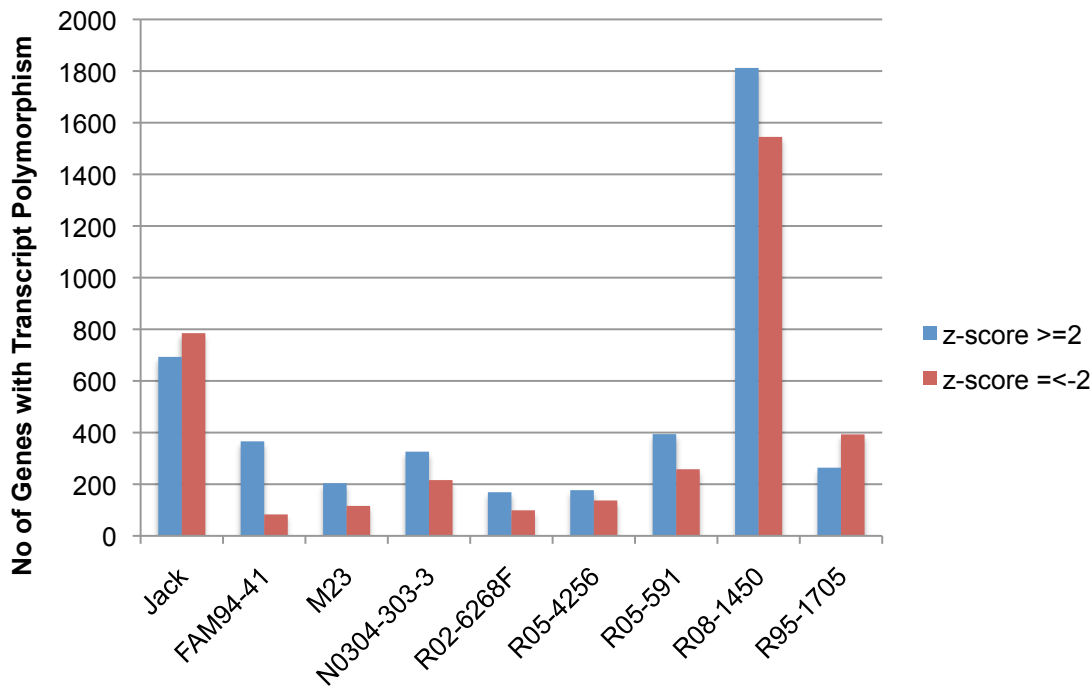

**Supplement:** Additional file 1: Figure S1 — Accumulative transcript amount of most highly expressed genes in seeds. Genes were sorted by average expression in percent across nine lines. The smallest number of genes (i.e. top expressers) required to reach the accumulative transcript amounts in percent as indicated on the X-axis are shown. Figure S2. Distribution of expression variation per line. For each of the 8,037 differentially expressed genes, we determined the line that exhibits the largest expression variation (i.e. absolute Z-score) compared to the average expression across all nine lines. The total count for up-regulated (blue columns) and down-regulated (red columns) genes per line is presented.

How the deposited data were processed for this re-analysis (not part of the article)

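RNA sequencing of developing seeds at mid-maturation was carried out by the authors on 9 soybean lines, with 1 library per line. The authors trimmed 100 bp paired-end reads to 90 bp, aligned them to the Williams 82 genome with TopHat 1.4.0 and Bowtie 0.12.8 with at most 2 mismatches, and removed reads with more than 1 location. They used Cufflinks, Cuffmerge and Cuffdiff 2.1.1 with the annotation Gmax_189 of Phytozome 9.1 to estimate FPKM. The authors removed organelle sequences and kept genes with a mean of at least 0.5 FPKM or with expression in all 9 lines.

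The deposited table gives 1 mean FPKM per gene, averaged by the authors over the 9 lines. For each gene the authors computed Z-scores of log2-transformed FPKM over the 9 lines, and these scores are given per line as deposited. A Z-score has no unit, and each gene has a mean of 0 and a standard deviation of 1 over the lines (computed with the number of lines minus 1). Of the columns given per line, 0 were left unused. The read numbers, SNP counts and fatty acid contents are the paper's, from its text, Table 1, Table 5 and Figure 1A. The table holds no read counts, so no counting error could be given for any FPKM. The Wilson intervals (95%) on shares of genes cover the sampling of genes only.

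The analysis plan assumed that the table would hold annotation text, gene models and FPKM per line, and it held none of them. Gene names were taken from Tables S1, S2 and S3 and the paper's text, through the genomic span and the mean FPKM. Of Table S2, 1998 of the 8037 genes were used here, all matched to 1 gene, with a largest difference in Z-score of 4.998e-06. All 100 genes of Table S1 and 269 of the 270 genes of Table S3 were matched. Glyma06g07600 of Table S3 was not matched to 1 gene and was left out. FPKM per line was solved from the Z-scores on the log2(FPKM + 1) scale, the mean FPKM and 1 further condition. That condition was the lowest and highest FPKM of Table S1, the fold change of Table S3, an FPKM of 0 in 2 or more lines (893 genes), or an FPKM or fold change stated in the paper's text. For 9 genes in both Tables S1 and S3, the solutions differed by at most 0.000499%.

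Lines were not grouped, since no line has a replicate, and no test between conditions was made. The counts of genes past a Z-score of 2 in size were compared with 100 simulated tables of 9 independent values per gene, drawn from a normal distribution or from a Student t distribution with 5 degrees of freedom. Runs of at least 3 adjacent genes were compared with 100 random gene orders within chromosomes. Median Z-scores of gene lists were ranked among 10000 random lists of the same size, drawn from the same 20 bins of mean FPKM. The lists were formed from the annotation in Table S1 by words fixed in advance. The seed maturation list had 16 genes, the storage list 10 and the oil body list 7. The photosynthesis and histone lists had 0 genes and the ribosome list 3, below the minimum of 5, so these were not tested. Chromosome ends were compared with the middle by a permutation test with 100000 resamples, with chromosomes as units. Correlations over lines were tested by exact permutation of the pairings, two-sided. The comparison of lines inside the clades of the paper's tree with other pairs used all 840 assignments of lines to clades, one-sided. No batch or date of sequencing was used here, and no difference between batches was tested. The random seed was 20140422.

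The named genes are the gene models named in the paper's text or legends, the genes of Table S1 annotated as glycinin, conglycinin, 2S albumin, lipoxygenase, oleosin, caleosin, fatty acid desaturase or Kunitz trypsin inhibitor, and the 3 genes with the highest mean FPKM. For each line they also include the gene with the highest mean FPKM among those with their largest Z-score past the cutoff in that line. Gene models that the paper names only for sequence variants were not analysed here, and the genes of the longest runs were summarized by run. Genes named outside this rule, namely the Bowman-Birk gene Glyma09g12252, Glyma08g47860, the span on chromosome 2 expressed in 3 lines and the genes with solved FPKM on chromosome 5, were chosen after their values were seen.

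The alternatives tried were a cutoff of 2.2, and of 1.5 for runs, filters at a mean of 0.5, 1 and 10 FPKM, Z-scores recomputed over 8 lines without R08-1450 or without Jack, subtraction of line medians, constants of 0.1 and 1 added to FPKM for fold changes, other references for fold changes, unmatched random lists, runs of at least 4 genes, fatty acid values from Figure 1 alone, and the outer 10% as chromosome ends. The steps were tested on simulated data. Of 200 genes changed in 1 line, 200 were called in that line, and 18.3% of 33579 unchanged genes passed the cutoff as well. Solved FPKM differed from the simulated values by at most 2.1e-11%, and 20 of 20 planted runs were found. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Sequence variants, copy number and the acyl lipid categories of the paper were not analysed here.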

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

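The tests of a scaling shift, of a shift that depends on expression level, of the segment on chromosome 5, of palmitic acid, of the run on chromosome 19, of Gy3 and of the main axis of variation were chosen only after the result was seen. In 67 groups of 9 line values, the gap between the highest or lowest line and the nearest of the others was divided by the range of the group and compared with Dixon's 95% critical value for 9 values. The gap was larger in 29 groups, where about 3.35 would be larger by chance, 1 in 20. These were 16 of 45 named genes, 8 of 8 longest runs and 5 of 14 summaries per line. Many of the named genes, and all of the runs, had been selected for a large Z-score in 1 line, so a large gap in them was built into the choice. Genotype is what the design varies between lines, and with 1 library per line a difference between genotypes remains an untested explanation throughout.

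R08-1450 stood apart in its genes with increased expression (1812, next 693 in Jack), its genes with reduced expression (1545, next 785 in Jack), the sum of both (3357, next 1478 in Jack) and the genes of Table S3 lowest in the line (158, next 70 in R05-591). Exchangeable lines gave at most 750 genes per line in tables simulated from a normal distribution and at most 1208 with the Student t distribution. Genes were drawn independently in these tables. In the data the main axis of variation held 33.4% of the variation of the Z-scores, where unrelated lines would give 12.5%. Genes that vary together widen the range per line, so these limits cannot exclude exchangeable lines. Several technical explanations meet values that speak against them. Noise in genes with low FPKM would give R08-1450 its largest share at low expression, but it held 26.9% of the genes with expression variation from 0.1 to 1 FPKM, 46.4% from 1 to 10 FPKM and 43.8% at a mean of at least 10 FPKM. Its share did fall at high expression, to 21.2% of 151 genes from 100 to 1000 FPKM, where Jack held 47.0%, and to 0 of 10 from 1000 to 10000 FPKM, and this fall was left unexplained. A scaling shift of the library would move all genes in 1 direction, but 1812 genes were increased and 1545 reduced, each more than the 645 at most per line and direction in the tables from the Student t distribution. After subtraction of the line medians of the Z-scores within 20 bins of mean FPKM the count was 3446. This cannot exclude a shift that depends on expression level. Such a shift in log2 FPKM moves each gene's Z-score by an amount set by that gene's own spread. Bin medians do not remove it fully. R08-1450 had a median Z-score of -0.41 over genes with a mean of at least 100 FPKM, and 0.42 from 3 to 10 FPKM. Sequencing depth had a rho of -0.167 with the count per line, and FAM94-41 and M23, with 25900000 and 25100000 uniquely aligned reads against 25200000 in R08-1450, had 449 and 320 genes. Reads lost to mismatches would reduce expression most where SNPs are most frequent, but the SNP count had a rho of -0.25 with the number of reduced genes (r of 0.124, and 0.521 without Jack and R05-4256), and FAM94-41, with 27123 SNPs against 28962 in R08-1450, had 83 reduced genes. Lost reads would also not increase the expression of 1812 genes. A difference in seed maturation stage may contribute. The seed maturation list had a median Z-score of 1.14 in R08-1450, at percentile 99.86 of random lists, and the storage list had -1.44, at percentile 1.02. The oil body list was at percentile 22.0. R95-1705 had a median Z-score of 0.948 on the seed maturation list, at percentile 99.96. Its 657 genes past the cutoff lay within the range of the tables from a normal distribution. Over the 8 lines without R08-1450 its count was 1585, so a high value on this list did not go with a high count in every setting. The planned opposite marker, photosynthesis genes, had no gene in Table S1, and the lists were formed from that table alone. With 1 library per line, stage and genotype cannot be told apart for R08-1450. Contamination and a mislabelled library were not tested.

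In R05-591 the seed maturation list had a median Z-score of -1.98, next to -0.43 in M23, and percentile 0 of the random lists. Of the 10 genes with such annotation in Table S3, 9 were lowest in R05-591. The same list was related to the main axis of variation, which held 33.4% of the variation of the Z-scores over all genes, where unrelated lines would give 12.5%. R08-1450 had the highest position on the axis (0.703), R95-1705 the next (0.383) and R05-591 the lowest (-0.377). Over the 9 lines the list's median Z-score had an r of 0.791 with the axis (exact permutation p = 0.0128) and a rho of 0.883 (exact permutation p = 0.00308), at percentile 100 of 10000 random lists from Table S1. Without R05-591 and R08-1450, r was 0.796. This is consistent with harvested seeds that differed in maturation stage between lines, as a hypothesis found and tested on the same data. A genetic difference in the expression of late maturation genes would give the same pattern and was not tested. Among single genes, R05-591 also stood apart for the caleosin Glyma10g33350 (Z-score -2.10), the oleosin Glyma05g08880 (-2.08), FAB2B (-2.35) and Glyma02g08400 (-2.36), which was the gene with the highest mean FPKM among those varying in this line.

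N0304-303-3 stood apart for fatty acyl-ACP thioesterases B, Glyma05g08060 (Z-score -2.61), on chromosome 5 from 7992846 to 7997074, and for the median of its longest run (-2.50). The run and a neighbouring run form a segment from 7842037 to 8080631, 239 kb long, in which 14 of 15 genes had a Z-score of at most -2 in N0304-303-3 and the exception had -1.72. Of 15 flanking genes within 100 kb, 0 had a Z-score of at most -2, and their median was 0.37. The paper does not report this segment. As for chance neighbours, the longest run in 100 random gene orders had 4 genes, but it had 5 with a mean of at least 1 FPKM, 6 after centring on line medians and 7 with 1 gene per span, the length of each run here. Among reduced genes of N0304-303-3 alone, the longest random run had 3 genes in the first 3 of these settings and none was found in the last. With a cutoff of 1.5 it had 5 genes, against 15 observed. A deletion, as in the segment of M23, may explain the segment. FPKM was solved for 3 of its genes, Glyma05g08030, Glyma05g08040 and Glyma05g08070, and was from 34.3-fold to 40.6-fold below the mean of 9 lines. These were solved through Table S3, which lists only genes with a mean of at least 10 FPKM that were at least 10-fold below it. For Glyma05g08060 only a conditional limit is known. Its FPKM was not solved. It has a mean of 16.3 FPKM and is not in Table S3, so if that table lists every such gene, its FPKM in N0304-303-3 exceeds 1.63, the mean divided by 10. Without DNA reads, a deletion and a divergent haplotype with reads lost to mismatches cannot be told apart, since each would give the 14 genes with Z-scores of at most -2. Reduced transcription of the segment was not tested. A link with the low palmitic acid of this line, 4.3%, is likewise open. The Z-score of Glyma05g08060 and palmitic acid had an r of 0.892 over the 9 lines (exact permutation p = 0.0353) and a rho of 0.446 (exact permutation p = 0.230), but r was 0.197 over the other 8 lines and -0.203 without N0304-303-3 and R95-1705, so the relation rests on N0304-303-3. N0304-303-3 also stood apart for FAD3A (-2.31) and for Glyma04g36860 (2.23), its varying gene with the highest mean FPKM. For these no technical explanation was tested.

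The other longest runs were compared with chance neighbours as a set, and the highest number of runs in 100 random gene orders was 18 against 30 observed. The medians of these runs were 2.64 in FAM94-41, 2.54 in Jack, -2.49 in M23, -2.56 in R02-6268F, -2.26 in R05-4256, 2.62 in R05-591 and 2.67 in R08-1450. The run in M23 contains FAD2-1A (-2.40), which the paper reports to lie in a deleted region. The run in Jack holds the genes of the Rhg1 locus (2.53, 2.63, 2.55 and 2.40), for which the paper reports an increased copy number. The run of 7 genes in FAM94-41 on chromosome 19 had a median gap of 828 bp between genes, against 6468 bp over all genes. Its median length was 277 bp against 4125 bp, and it may be fragments of 1 transcribed unit. The run of 8 genes in R08-1450 on chromosome 18 had a median gap of 169 bp and a median length of 378 bp. Of its genes, 6 had 0 FPKM in 2 or more lines. It spanned 376966 bp, against 10997 bp in FAM94-41, and whether fragments make up part of it was not tested. The runs of 3 or 4 genes in R05-4256, R05-591, R02-6268F and Jack were no longer than the longest run in random orders over all lines, which lay in R08-1450. In the same line and direction, the longest random run had 3 genes in Jack and R05-591, against 4 observed in each, and there were 0 random runs in R02-6268F and R05-4256. At the cutoff of 2 these runs were thus longer than any random run of their own line and direction. At a cutoff of 1.5 the longest run in each of these lines and directions did not exceed its longest random run. The random orders therefore did not exclude chance in every setting. For the run in Jack, the paper proposes that the increased copy number raised expression.

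M23 stood apart for Gy3 (Z-score 2.29, next 0.39 in R05-4256), with 2980 FPKM against a median of 43.9 FPKM in the other 8 lines. This value likely explains the size of the fold decrease of Gy3 reported for R95-1705 against the mean of 9 lines. Against the median of the other 8 lines, the fold decrease in R95-1705 fell from 45.8 to 5.84. It does not explain the low level itself, since R95-1705 had the lowest value of the 9 lines, 8.26 FPKM. The cause of the high value in M23 was not tested.

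For the remaining genes, each the gene with the highest mean FPKM among those varying in its line, no explanation was tested in the gene itself. They are an unnamed span of 105 bp on chromosome 14 from 11261717 to 11261821 in R02-6268F (Z-score 2.67, 0 FPKM in the other 8 lines), Glyma17g01720 in R08-1450 (-2.30) and an unnamed span on chromosome 11 from 30027340 to 30030616 in R95-1705 (-2.26). The first belongs to a class of short spans in which high FPKM beside 0 FPKM was common. Among genes with a mean of at least 10 FPKM, 44.4% of those with a span of at most 200 bp had 0 FPKM in 2 or more lines, against 0.124% of longer ones.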

How the results depend on the processing

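Most alternatives were set before the data were examined. Centring within bins of mean FPKM, 1 gene per span in the runs, random lists drawn from Table S1, the median of the other 8 lines as reference for Table S3 and other references for the fold changes of named genes were added after the data had been seen. Under the alternatives 154 values kept their direction and stayed on the same side of the cutoff or within the limit of change, which was the 95% binomial interval for a share and 1.5 times for a count or a fold change. Outside the limit were 20 counts, shares and other summaries and 13 fold changes of named genes, and 2 shares were reversed. Subtraction of line medians was a weak alternative, since the medians lay between -0.10 and 0.03 and little was moved. All 37 Z-scores of named genes under alternatives stayed on the same side of 2, and with a constant added to FPKM 26 of 28 fold changes stayed within 1.5 times. The exceptions were those of Glyma06g04740, with 48.8 and 204 in place of 318. With another reference 31 of 42 fold changes stayed within 1.5 times. Against a median, Gy3 in R95-1705 fell from 45.8 to 5.37 or 5.84 and the caleosin in R05-591 from 17.5 to 9.58 or 9.68. Gy3 in M23 rose from 7.88 to between 56.5 and 67.8 once the line itself had no part in the mean or a median was used. The 4 genes of the Rhg1 locus in Jack fell from between 8.00 and 15.5 to between 4.50 and 5.94 against the mean of all 9 lines, which includes Jack.

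With the cutoff at 2.2 in place of 2, the genes with expression variation fell from 8037 to 3378, those in R08-1450 from 3357 to 1556, those in Jack from 1478 to 579, and the range over the other 7 lines from between 268 and 657 to between 100 and 255. The share with increased expression was 52.6% in place of 54.8%. The simulated tables gave 1880 genes at this cutoff in place of 6066, and 10037 at a cutoff of 2 with the Student t distribution, so whether the observed count exceeds the expectation depends on the distribution assumed. A stricter cutoff passes fewer genes by construction.

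With genes of a mean of at least 10 FPKM, 1664 genes showed expression variation, 729 of them in R08-1450 and 398 in Jack, and from 33 to 151 in the other 7 lines, because fewer genes were tested. The share with increased expression was reversed to a minority, 47.4%, and it was 47.9% with a mean of at least 1 FPKM. The genes below 1 FPKM supplied the majority, since 80.9% of the varying genes from 0.1 to 1 FPKM had increased expression.

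Over the 8 lines without R08-1450, 5342 genes passed the cutoff and 58.6% of them had increased expression. The highest count in the other 7 lines was 1585, in R95-1705, in place of 657. The Z-scores of R95-1705 and R08-1450 had a correlation across genes of 0.342, the highest of any pair, but the cause of the change was not tested. R08-1450 and Jack had the highest counts in every setting that kept all 9 lines, whereas R95-1705 exceeded Jack, which had 1283 genes, once R08-1450 was left out.

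With genes of a mean of at least 0.5 FPKM, 76.5% of genes lay under 10 FPKM in place of 78.3%, and 23.3% from 10 to 1000 FPKM in place of 21.5%, since the filter removes genes with low expression only. The runs of adjacent genes rose from 30 to 444 at a cutoff of 1.5 and fell to 9 with at least 4 genes, and random orders gave from 257 to 335 and from 0 to 2. The exact permutation p for lines inside the clades was from 0.554 to 0.786, and none of the 8 relations between a desaturase gene and its fatty acid had an adjusted p for r below 0.465 in either setting.

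Some alternatives were not run. Annotated gene models alone could not be selected, since the table pairs no gene model with its genes, and a floor of 0.1 FPKM for expression in all 9 lines needs the FPKM of every line. Other references and constants for fold changes were applied to genes with solved FPKM only. A setting of 8 lines gives no value for the line left out. No paired analysis was possible because each line had 1 library. The absence of replicates limits every value of a single line, since its error is unknown.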

Differences from the paper's values

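No test in this part was chosen after the result was seen. The mean FPKM of genes expressed in 5 lines was 12.6 over the lines that express them, and the paper's value in Table 3 is 5.58. None of the alternatives set before the data were examined applies to these means, so none closed the gaps.

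For genes expressed in 1 line, the paper's text gives a median of 131.3 FPKM, and the median here was 8.05 FPKM. No alternative set before the data were examined bears on it. The mean of the same genes was 131 FPKM, and the paper's Table 3 lists 131.28 as the mean and 8.05 as the median.

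The paper's average and median expression levels, 194.2 and 31.8 FPKM, are on the scale of the sum over the 9 lines, where the values here were 196 and 31.8 FPKM. On the scale of the mean over the 9 lines, on which the shares of the expression classes were computed here, they were 21.8 and 3.53 FPKM.

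The paper states that expression levels are similar at chromosome ends and in intervening regions. The median at the ends was higher here on 19 of 20 chromosomes, by 0.20 on the log2 scale, which is a difference of 3.61 against 3.16 FPKM. With the outer 10% as ends the difference was 0.25.

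The paper states that the decrease of FAD3A in N0304-303-3 was correlated with lower linolenic acid. It cites earlier work proposing that reduced FAD3A expression likely lowers linolenic acid in this line. N0304-303-3 did have the lowest FAD3A Z-score, -2.31, and the lowest linolenic acid, 4.6%, of the 9 lines. A correlation over all lines asks a wider question and does not test that statement. Over the 9 lines r was 0.404 with an exact permutation p of 0.284, and with the labels of Figure 1 alone r was 0.314. Without R95-1705 and N0304-303-3, r was 0.469. With the labels of Figure 1 and without R95-1705 and FAM94-41, which keeps N0304-303-3, r was 0.800.

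The paper states that many of the genes for glycinins, β-conglycinins, protease inhibitors and lipoxygenases show expression variation. By the Z-score cutoff this held for 1 of 20 such genes in Table S1, and by a ratio of at least 3 between the highest and lowest line for 11. The paper's example of glycinin 3, which is not in Table S1, passed the cutoff in M23 (Z-score 2.29) and not in R95-1705 (-1.14). The paper describes reduced FAB2C in FAM94-41, where the Z-score was -1.37, short of the cutoff.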

Other observations

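The tests on Jack and on short spans were chosen only after the result was seen. The cutoff on 9 exchangeable normal values was examined first as an explanation of the total. It gave at most 6255 genes in 100 simulated tables, fewer than the 8037 observed, although tables from a Student t distribution gave 10037 on average. The excess lies in 2 lines, since 5 lines had fewer genes than any line of the normal tables.

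Jack had 1478 genes past the cutoff, and lines in tables simulated from the Student t distribution, with genes drawn independently, had at most 1208. Jack also had a median Z-score of 1.09 over the 614 genes with a mean of at least 100 FPKM, where R05-591 had -0.71 and R08-1450 had -0.41, and -0.32 over the 11181 genes from 3 to 10 FPKM. A shift of the library that depends on expression level may thus account for part of the count. After centring within bins of mean FPKM, Jack had 1324 genes. The centring moved Z-scores and not log2 FPKM, so it cannot remove such a shift fully. Whether the shift was the whole cause was left open. The summed FPKM of the 100 genes of Table S1 ranged from 274670 in R08-1450 to 543138 in Jack, a ratio of 1.98.

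High FPKM in some lines beside 0 FPKM in others was concentrated in short spans. Of the 96 genes with a span of at most 200 bp, the median of the mean FPKM was 29.7, against 3.52 for longer genes. With a mean of at least 10 FPKM, 28 of 63 short genes (44.4%) had 0 FPKM in 2 or more lines, against 9 of 7265 longer genes. This is in line with FPKM that is inflated in short transcribed spans, where a few fragments give a high value. The abundant genes of Table S1 include 2 such spans. An unnamed span of 105 bp on chromosome 2 from 31904184 to 31904288, at rank 34, had 0 FPKM in 6 lines and 11677 FPKM in R95-1705. Glyma08g47860, of 98 bp, at rank 49, had 0 FPKM in 3 lines and 3482 FPKM in N0304-303-3.

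The Z-scores of lines inside the clades of the paper's tree (R05-4256, R05-591 and R95-1705, and FAM94-41, N0304-303-3 and M23) were not more alike than those of other pairs. The mean correlation across genes was -0.150 inside the clades and -0.115 over the other pairs, where unrelated lines have -0.125 because the Z-scores of a gene add up to 0. Of the 840 assignments of lines to clades, 465 gave a difference as large (exact permutation p = 0.554). Without R08-1450 and Jack the p was 0.786. The correlation across genes was highest for R08-1450 with R95-1705 (0.342) and lowest for R08-1450 with R05-591 (-0.498), and genes are not independent replicates.

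The storage list had its highest median Z-score in M23, 1.38, at percentile 100 of the random lists. In Table S1, the 2S albumin precursor in Jack and Gy1 in M23 have the same highest value, 59058.7 FPKM, and the deposited Z-scores match it for both genes. No explanation was tested for either value.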
